# BAP1 is required prenatally for differentiation and maintenance of postnatal murine enteric nervous system

**DOI:** 10.1172/JCI177771

**Published:** 2024-03-12

**Authors:** Sabine Schneider, Jessica B. Anderson, Rebecca P. Bradley, Katherine Beigel, Christina M. Wright, Beth A. Maguire, Guang Yan, Deanne M. Taylor, J. William Harbour, Robert O. Heuckeroth

**Keywords:** Development, Gastroenterology, Neurodegeneration

## Abstract

Epigenetic regulatory mechanisms are underappreciated, yet are critical for enteric nervous system (ENS) development and maintenance. We discovered that fetal loss of the epigenetic regulator *Bap1* in the ENS lineage caused severe postnatal bowel dysfunction and early death in *Tyrosinase-Cre Bap1^fl/fl^* mice. *Bap1*-depleted ENS appeared normal in neonates; however, by P15, *Bap1*-deficient enteric neurons were largely absent from the small and large intestine of *Tyrosinase-Cre Bap1^fl/fl^* mice. Bowel motility became markedly abnormal with disproportionate loss of cholinergic neurons. Single-cell RNA sequencing at P5 showed that fetal *Bap1* loss in *Tyrosinase-Cre Bap1^fl/fl^* mice markedly altered the composition and relative proportions of enteric neuron subtypes. In contrast, postnatal deletion of *Bap1* did not cause enteric neuron loss or impaired bowel motility. These findings suggest that BAP1 is critical for postnatal enteric neuron differentiation and for early enteric neuron survival, a finding that may be relevant to the recently described human BAP1-associated neurodevelopmental disorder.

## Abstract 2

BAP1 de-ubiquitinase regulates the polycomb repressor complex and its prenatal loss alters cell fate and causes progressive postnatal enteric neuron loss, mimicking chronic intestinal pseudo-obstruction.

## Introduction

The enteric nervous system (ENS) rivals the spinal cord in complexity, with more than 20 neuron and at least 4 glial subtypes forming integrated circuits throughout the bowel (1, 2). These ENS cells regulate epithelial fluid flux, epithelial maintenance and repair, intestinal blood flow, and immune system activity and coordinate smooth muscle contraction and relaxation (2, 3). Congenital or acquired ENS defects (enteric neuropathies) disrupt coordinated smooth muscle activity, causing abdominal distention, constipation, vomiting, growth failure, and pain. ENS defects also impair intestinal epithelial and immune barriers, predisposing to sepsis and death (4).

The best-understood ENS defect is Hirschsprung disease (HSCR), which occurs when ENS precursors fail to fully colonize bowel during the first trimester of pregnancy. In HSCR, distal bowel completely lacks ENS at birth (4). Profound bowel dysfunction also occurs if the ENS is defective or damaged, a problem called neuropathic chronic intestinal pseudo-obstruction (nCIPO). Causes of nCIPO include abnormal ENS development, genetic changes that impair ENS function, ENS damage, and neurodegenerative diseases. More than 23 loci are linked to HSCR (4), including *RET*, *EDNRB*, and *SOX10*, but few human genetic causes of nCIPO are known (*ERBB2/3* [ref. 5], *TFAP2B* [ref. 6], *SOX10*, *FLNA*, *SGOL1*, *RAD21* [ref. 7], and mitochondrial genes *LIG3* [ref. 8], *POLG1*, and *TYMP* [ref. 7]). These loci explain only a small proportion of nCIPO cases (7).

During development, neural crest–derived ENS precursors undergo drastic changes in cell identity. These precursors arise via epithelial-mesenchymal transition from neural tube (9, 10) and generate immature enteric neurons and glia as they colonize fetal bowel. Ultimately, precursors become specialized mature neuron and glia subtypes (11). All these processes theoretically require epigenetic reorganization of chromatin landscapes to achieve coordinated regulation of cell type– and stage-specific gene expression.

Consistent with this hypothesis, mutations in murine epigenetic regulators *Aebp2* or *Ezh2* cause distal bowel aganglionosis (absence of ENS ganglia) mimicking HSCR (12, 13). AEBP2 and EZH2 are subunits of Polycomb repressor complex 2 (PRC2), an epigenetic regulator involved in many cell fate decisions (14). EZH2 (as part of PRC2) trimethylates histone 3, generating H3K27me3 (14), which recruits Polycomb repressor complex 1 (PRC1) to chromatin. PRC1 regulates gene expression by nucleosome compaction and mono-ubiquitylation of histone 2AK119 (H2AK119). H2AK119 ubiquitylation maintains and recruits PRC2 and thus H3K27me3 on chromatin, stabilizing PRC1/PRC2 (15) and restricting PRC1/PRC2 to specific chromatin regions (16). H2AK119 mono-ubiquitylation can be reversed by the BAP1-ASXL1 deubiquitylase (PR-DUB) (17, 18). Interestingly, PRC2 is regulated by retinoic acid receptors (RARs) after retinoic acid (RA) binds RAR/RXR (19). RA is derived from vitamin A. Both vitamin A deficiency (20) and expression of a dominant-negative RAR (21) in the ENS cause distal bowel aganglionosis. Moreover, RA signaling impacts enteric neuron differentiation (22). Critical ENS roles for PRC1/PRC2 are also supported by the observation that *SALL1* mutations predispose to HSCR (23). SALL1 stabilizes CBX4, a PRC1 component (24). Furthermore, reduced DNA methyltransferase 3B (DNMT3B) activity may predispose to HSCR (25), while loss of *Pcgf1* (a PRC1 subunit) alters enteric neuron subtype specification without causing aganglionosis (26). Beyond these observations, there are surprisingly few data about how epigenetics impacts the ENS, although mutations in the PRC components *EZH1*, *EZH2*, *SUZ12*, *EED2*, and H3K27 demethylases *KDM6A* and *KDM6B* all cause human central nervous system neurodevelopmental disorders (27–32).

Several questions remain unanswered. First, is PRC-associated epigenetic regulation simply required for ENS precursors to colonize fetal bowel, or does epigenetics more broadly dictate ENS cell fate specification as suggested by the *Pcgf1^–/–^* phenotype? Second, does PRC activity need to be reversed or restricted for later cell fate decisions? For example, differentiation to mature neurons and glia could require antagonism of PRC-mediated transcriptional repression.

We were thus intrigued by our serendipitous discovery that *Bap1* deletion in ENS lineages caused profound bowel dysfunction and early death in mice, mimicking human nCIPO or HSCR physiology. Based on links to *AEBP2*, *EZH2*, and RA signaling, and knowing that *BAP1* mutations reduce *SOX10* and *EDNRB* levels in uveal melanoma (33), we initially hypothesized that ENS *Bap1* loss would cause distal bowel aganglionosis, the defining feature of HSCR. However, BAP1 has many roles in addition to H2AK119ub deubiquitylase activity (18) that could impact ENS biology, including DNA replication fork elongation (34) and double-stranded DNA damage repair (35). BAP1 also represses or activates transcription by associating with or regulating other transcription factors (36). Furthermore, BAP1 stabilizes cytoplasmic type 3 inositol-1,4,5-trisphosphate receptor (IP3R3) by deubiquitylation, facilitating apoptosis in cells that accumulate DNA damage (37). Thus, it is not surprising that human *BAP1* mutations predispose to cancer (18) and global *Bap1* knockout causes early embryonic lethality in mice (38). Similarly, *Xenopus* *bap1* is required for commitment of pluripotent cells to germ layers and for development of neural crest–derived lineages (39). These observations suggest that *Bap1* could affect ENS development or function in many ways.

To test the hypothesis that conditional *Bap1* loss in ENS lineages causes HSCR-like disease, we bred floxed *Bap1* to *Wnt1-Cre* and *Tyrosinase-Cre* (*Tyr-Cre*) mice. *Wnt1-Cre^+^* express *Cre* in all fetal ENS precursors starting embryonic day 8.5 (E8.5) (40). *Tyr-Cre^+^* express *Cre* in most (>80%) ENS precursors by E10.5 (41). These Cre drivers also induce DNA recombination outside the ENS (e.g., *Wnt1-Cre* induces DNA recombination in the central nervous system and in neural crest that gives rise to bones of the face). Unexpectedly, ENS appeared to form normally before birth in *Bap1^fl/fl^* *Wnt1-Cre^+^* (called *Wnt1Bap1* KO) and *Bap1^fl/fl^ Tyr-Cre^+^* (called *TyrBap1* KO) mice. *TyrBap1* KO, however, lost most Cre lineage–marked enteric neurons between postnatal day 0 (P0) and P15. Single-cell RNA sequencing (scRNA-Seq) at P5 showed that without *Bap1*, ENS precursor differentiation was impaired. ENS defects were accompanied by massive bowel dilation, profound dysmotility, and death by P30. In contrast, *TyrBap1* KO glia were normal in abundance at P15 and had relatively minor changes in gene expression at P5. *Bap1*-mutant mice provide what we believe to be a new nCIPO model and an unusual example of rapid postnatal enteric neuron loss, highlighting critical changes in ENS that occur during this early postnatal developmental window. These findings may be relevant not only to ENS biology, but also to the recently described human syndromic neurodevelopmental disorder attributed to *BAP1* variants (42).

## Results

### Loss of Bap1 in ENS causes failure to thrive.

*TyrBap1* KO could not be distinguished from WT (*Bap1^wt/wt^ Tyr-Cre^+^*) littermates at birth but grew slowly (Figure 1, A and B, and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI177771DS1) and never reached WT size. Median survival was 20 days (Figure 1C). Few *TyrBap1* KO survived beyond P40 even if they remained with parents and had soft, moist food. By P15, *TyrBap1* KO colon rarely contained well-formed fecal pellets. Instead, proximal colon was distended by feces (Figure 1, D–F). Toward the end of life, *TyrBap1* KO had distended abdomens (Figure 1B) with marked stool accumulation in proximal colon and distal small intestine (Figure 1G). Distal colon typically remained normal diameter. In some *TyrBap1* KO, mid- to proximal colon became deformed (twisted and rigid) by P15 (Figure 1, F and G). Beyond P20, 8 of 9 *TyrBap1* KO had deformed colons with accumulated stool (Figure 1G). Distal small intestine stool accumulation increased with age (Figure 1H). This never occurred in heterozygous (Het) or WT mice. These *TyrBap1* KO phenotypes resemble HSCR, a neurocristopathy. Neural crest also gives rise to tyrosinase-expressing melanocytes, and most *TyrBap1* KO had white abdominal fur (Figure 1, I and J).

### Bowel motility is reduced in Bap1 conditional knockout mice.

To define physiology underlying fecal stasis in *TyrBap1* KO, we assessed bowel motility. We first evaluated P15 mice since 83.3% of *TyrBap1* KO were alive, yet distal bowel appeared abnormal (Figure 1, C, D, F, and H). To assess small bowel motility in vivo, we gavage-fed FITC-dextran and assessed FITC distribution 90 minutes later. FITC-dextran moved slowly through normal-appearing *TyrBap1* KO proximal small bowel, suggesting that motility defects are not limited to distal small bowel or colon (Figure 2, A and B). Consistent with reduced motility, 8 of 9 P15 *TyrBap1* KO passed no fecal pellets in 8 hours, whereas WT and Het littermates passed approximately 8 fecal pellets in the same interval. Two *TyrBap1* KO that passed stool had small-volume watery diarrhea (Figure 2, C and D). To test the hypothesis that *TyrBap1* KO have colon-intrinsic motility defects, we evaluated motility ex vivo, converting videos of full-length P15 colons to kymographs (Figure 2, E and F). All WTs and Hets had contractions that propagated from proximal to distal colon (Figure 2E) and matched the definition of colonic motor complexes (CMCs) proposed by Corsetti et al. (43). As expected, CMCs disappeared after addition of tetrodotoxin, a voltage-gated sodium channel inhibitor (Supplemental Figure 2, A and B). In contrast, most *TyrBap1* KO had no neurogenic colon contractions (5/10; Figure 2, F and G, and Supplemental Figure 2, C and F) or had abnormal retrograde contractions (3/10) that were very slow or involved only part of colon (Supplemental Figure 2, E and F). A single *TyrBap1* KO colon had both abnormal contractions and one normal-appearing CMC. Two P15 *TyrBap1* KO had exclusively normal neurogenic motility (Supplemental Figure 2F). Consistent with this observation, some P15 *TyrBap1* KO looked healthy (Supplemental Figure 1), and a small percentage passed stool but had fewer neurogenic CMCs in vitro than WTs or Hets (Figure 2G). Motility defects were not due to tonic neuron-induced contraction or relaxation since colon diameter before and after tetrodotoxin was equivalent in *Bap1* WT and *TyrBap1* KO (Supplemental Figure 2, G and H).

### Loss of Bap1 in ENS alters bowel epithelium.

Deformed *TyrBap1* KO colon beyond P15 (Figure 1, D–G) suggested that normally flexible bowel might be fibrotic and/or inflamed. Stiff bowel could impair motility. To visualize collagen and anatomy, we evaluated trichrome-, hematoxylin and eosin–, and periodic acid–Schiff/Alcian blue–stained bowel (Supplemental Figure 3). *TyrBap1* KO and controls had similar amounts of collagen (Supplemental Figure 3, A–H) and immune infiltrates (Supplemental Figure 3, A–J, P–S, D′–G′, L′, and M′). In contrast, *TyrBap1* KO had more periodic acid–Schiff–positive goblet cells per crypt in distal small intestine and proximal colon (Supplemental Figure 3, R, S, A′, B′, F′, G′, and J′), reduced distal small bowel villus length (Supplemental Figure 3, R–T), and reduced villus/crypt cell ratio (Supplemental Figure 3, X and C′). These epithelial changes seem unlikely to cause colon deformity or dysmotility, but might result from ENS defects.

### Bap1 is not needed for fetal bowel colonization by ENS precursors nor for neonatal bowel motility.

*Bap1* impacts differentiation (39), supports *Sox10* and *Ednrb* expression (HSCR susceptibility genes) (33), and facilitates fetal melanocyte precursor migration (Figure 1, I and J). We therefore hypothesized that fetal *Bap1* loss would reduce bowel colonization by ENS precursors, causing neonatal HSCR-like distal bowel aganglionosis. To test this, we bred *Bap1* floxed to *Wnt1-Cre* to induce DNA recombination in almost all fetal ENS precursors starting at E8.5 (just before precursors enter bowel) (44). Surprisingly, neonatal *Bap1^fl/fl^ Wnt1-Cre^+^* (*Wnt1Bap1* KO) had normal-appearing ENS anatomy (Figure 3A) with normal myenteric neuron density in all regions (Figure 3, B and C). Small bowel motility in vitro also appeared similar in *Wnt1Bap1* KO and control littermates at birth. CMCs (low-frequency/neurogenic contractions) were observed in about half of *Wnt1Bap1* KO and controls as expected for neonates (45) (Figure 3, D–I, and Supplemental Figure 4, A–D). Frequency of CMCs (Figure 3I) and of myogenic high-frequency contractions was also similar for P0 *Wnt1Bap1* KO and controls (Supplemental Figure 4, E and F). Given significant motility defects observed by P15, we hypothesized that enteric neurons without BAP1 might be lost postnatally. Unfortunately, *Wnt1Bap1* KO die on P0 (Supplemental Figure 4G), so *TyrBap1* KO were analyzed to interrogate this hypothesis.

### Bap1 mutation causes progressive enteric neuron loss between P0 and P15 in TyrBap1 KO mice.

*TyrBap1*^+^ induces Cre-mediated DNA recombination in about 80% of ENS precursors starting at E10.5 (41). Like *Wnt1Bap1* KO, neonatal *TyrBap1* KO had nearly normal-appearing ENS anatomy (Figure 4A) with normal neuron density in all regions examined (Figure 4B). Neonatal TdTomato^+^ neuron counts were also normal (except 11% proximal colon reduction) in *TyrBap1* KO *TdTomato^+^* mice that express *TdTomato* after Cre-mediated DNA recombination (Figure 4, C and D). Some neonatal *TyrBap1* KO appeared to have subtly altered ENS neurite organization (Figure 4E), but high variability made quantitative analysis challenging. Between P5 and P10, *TyrBap1* KO *TdTomato^+^* had progressive enteric neuron loss (Figure 4, F and G). By P15, *TyrBap1* KO had 29%–43% fewer myenteric neurons in almost all bowel regions (Figure 5, A and B, and Supplemental Figure 5) with preferential TdTomato^+^ neuron loss (Figure 4C and Figure 5C). P15 submucosal neuron loss was even more profound (63%–89%), but percentage of submucosal TdTomato^+^ neurons was similar in P15 *TyrBap1* KO and WT (Figure 5C). Cholinergic neurons were also lost preferentially from P15 myenteric and submucosal plexus of *TyrBap1* KO with relative nitrergic neuron preservation (Figure 5, D–I, and Supplemental Figure 6).

To determine why neuron density is reduced in *TyrBap1* KO, we focused on distal colon. At P5, *TyrBap1* KO distal colon myenteric plexus neuron density was statistically equivalent to WT, although mean neuron density was 37% lower (Figure 4F). By P10, *TyrBap1* KO had 55% fewer myenteric neurons (Figure 4G and Figure 5A). We reasoned that neuron loss probably started by P5, and pursued mechanistic studies at this age. We found very few (0.1%) cleaved caspase-3–positive neurons (HuC/D^+^) in *TyrBap1* KO or WT (Figure 6, A–G). The number of P4–P6 myenteric neurons (HuC/D^+^) that incorporated ethynyl-2′-deoxyuridine (EdU) was equivalent in *TyrBap1* KO and WT (Figure 6, H–N). DNA damage in P5 myenteric neurons was equivalent based on γH2AX staining (Figure 6, O–U). Finally, because histone deacetylase *hdac4* loss rescues gastrulation and neurulation defects in *Xenopus bap1* morphants (39), we generated *TyrBap1* KO *Hdac4^–/–^* mice, but they did not live longer than *TyrBap1* KO (Figure 6V). Collectively, these studies failed to explain progressive postnatal reductions in enteric neuron density in *TyrBap1* KO.

### Prenatal Bap1 loss dramatically alters enteric neuron differentiation.

To further explore mechanisms of ENS dysfunction, we pursued scRNA-Seq of *TdTomato^+^* P5 *TyrBap1* lineage–marked cells from colon muscularis. 

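Single-cell RNA-Seq counts mRNA molecules per gene in the cells of a library by tagging each molecule with a unique molecular identifier (UMI). TdTomato marked cells of the *Tyr-Cre* lineage, which were sorted from P5 colon muscularis. One library was made per genotype: WT from 5 pups (3 males and 2 females) and *TyrBap1* KO from 3 male pups. The pups of a genotype shared a library, so there was no replicate and no test between genotypes. The authors' deposited values are raw UMI counts per gene and cell barcode from Cell Ranger, aligned to mm10 (GRCm38), before the filters of the paper's methods. They held 83561517 UMIs in 12203 WT barcodes and 137387003 UMIs in 17042 *TyrBap1* KO barcodes. With those filters applied, 8016 WT cells with 73173355 UMIs and 12640 *TyrBap1* KO cells with 124143452 UMIs were kept. The median was 7322.5 UMIs per cell in WT and 6741.5 in *TyrBap1* KO. UMIs of a gene were summed over the cells of a class divided by the class total and scaled to give CPM, and each log2 ratio is CPM in *TyrBap1* KO over WT. Intervals are 95% intervals: exact Poisson for CPM, exact conditional binomial for a log2 ratio and Clopper-Pearson for a share of cells. They cover counting error only and leave out the spread between pups and libraries. *Bap1* (ENSMUSG00000021901, chromosome 14, 31251450–31259944, plus strand) was read first, as a check of the labels. In neurons it had 619 UMIs in WT, 25.5 CPM (23.5 to 27.6), and 2828 UMIs in *TyrBap1* KO, 53.1 CPM (51.2 to 55.1). The log2 ratio was 1.06 (0.93 to 1.19), so *Bap1* RNA was higher in the library labelled *TyrBap1* KO. In glia it had 1091 and 2560 UMIs, 23.3 and 36.4 CPM, with a log2 ratio of 0.65 (0.54 to 0.75). Across the 12 neuron clusters the log2 ratio of *Bap1* lay between 0.64 and 1.51. Among the alternatives, thinning each cell to 3000 UMIs moved the ratio in neurons most, to 0.94. The assay reads the 3′ end of transcripts and does not show whether an upstream exon is missing. A lower level of *Bap1* RNA was thus not seen, but these counts cannot decide whether the allele was deleted. The library is therefore called the one labelled *TyrBap1* KO below. *Xist*, which females express, had 34665 UMIs (474 CPM) in WT and 6 UMIs (0.048 CPM) in the library labelled *TyrBap1* KO, whose pups were male.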

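Each library was normalized with SCTransform and clustered with the number of principal components the methods give, 16 for WT and 13 for the library labelled *TyrBap1* KO, at resolution 0.8. The neuron clusters held 1390 of 8016 WT cells, 17.3% (16.5 to 18.2), and 2377 of 12640 cells of the KO-labelled library, 18.8% (18.1 to 19.5). The share was higher in the KO-labelled library, where *Bap1* RNA was also higher, by 1.47 percentage points (0.380 to 2.54). That direction was not stable. The difference was −1.25 points with mitochondrial RNA of at most 5%, −1.42 with only the WT cells typed male, which moved it most, and 0.0422 with cells gated by marker UMIs. Typing left out 1032 untyped WT cells, while the 4164 untyped cells of the KO-labelled library were kept. The value of −1.42 therefore cannot tell sex from the choice of cells. Glia made up 6314 WT cells (78.8%) and 10219 cells of the KO-labelled library (80.8%), and smooth muscle 38 and 44 cells.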

Using pooled data from 2,382 *TyrBap1* KO and 1,392 WT enteric neurons (18.91% of *TyrBap1* KO single cells and 17.52% of WT single cells), we performed principal component analysis–based dimensionality reduction and clustering (visualized as uniform manifold approximation and projection [UMAP]; Figure 7A). Neuron clusters were classified based on recent subtype categories (11) (Figure 7, A and B, and Supplemental Figure 7A). 

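The neurons of both libraries were integrated and clustered with the paper's settings (15 principal components, resolution 0.6) into 12 clusters, numbered 0 to 11. The genes the paper names, and genes at least 2-fold apart between the libraries, were left out of the clustering features. Summed over the cells of both libraries, the precursor genes were highest in cluster 8, with 544 CPM for *Hes6* and 639 for *Sox11*. Cluster 5 had 155 CPM for *Hes6* and 490 for *Sox11*, and cluster 1 had 144 CPM for *Hes6* and 455 for *Sox11*. In cluster 4, a cluster of deep cells with *Tac1* and *Penk* among its leading genes, the 2 values were 45.3 and 19.2 CPM. *Sox10* and *Foxd3* followed another pattern, with their highest values in cluster 2 (95.3 and 118 CPM), cluster 10 (87.8 and 107) and cluster 11 (78.8 and 101). In clusters 2, 10 and 11, 73.7%, 94.3% and 64.7% of the WT cells were among the highest Scrublet scores. Droplets with at least 3 *Xist* UMIs and at least 1 Y chromosome UMI can mix cells of a female and a male pup. A female cell with a free Y chromosome UMI would also count, and that background was not estimated on its own. Such droplets made up 12.3% (8.21 to 17.5, 26 of 211) of the WT cells of clusters 2, 10 and 11 at 10000 UMIs per cell. The share was 2.39% (1.24 to 4.14; 12 of 502) in clusters 0, 4, 6, 7 and 9, and 10 and 25 shallower cells were left out. In clusters 1, 5 and 8 it was 4.92% (2.57 to 8.43; 12 of 244), with 325 shallower cells left out, and in cluster 3 11.4% (8 of 70). Over all clusters but 2, 10 and 11 it was 3.92% (2.70 to 5.49; 32 of 816). Over all neurons, each of the 11 precursor genes was lower in the library labelled *TyrBap1* KO, where *Bap1* RNA was higher, with a median log2 ratio of −1.06 (−2.26 to −0.12). At the same cluster mix in both libraries the median was −0.27, the setting that moved it most.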

While many clusters had readily identifiable mature neuron phenotypes (Figure 7B), others appeared immature (neuroblast-like) based on simultaneous expression of cell cycle–related genes (Supplemental Figure 7, B and C), enteric precursor cell/neuroblast markers (*Sox2*, *Sox10*, *Sox11*, *Foxd3*, *Ascl1*, *Hes6*, *Tox3*, *Insm1*, *Bcl11b*, *St18*, and *Wwtr1*) (11) (Figure 7B and Supplemental Figure 7C), and reduced expression of neurotransmitters or established subtype markers (Figure 7B and Supplemental Figure 7D). Actively cycling, neuroblast-like cells were more abundant in WT than in *TyrBap1* KO (Supplemental Figure 7B), and some clusters were primarily WT cells (e.g., undecided neuroblast, immature inhibitory motor neuron, excitatory motor neuron/ENC1). 

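Seurat's cell cycle scoring was applied to neurons thinned to 3000 UMIs each, leaving out 3 shallower WT cells and 19 of the library labelled *TyrBap1* KO, since phase calls depend on depth. In WT, 964 of 1387 neurons (69.5%, 67.0 to 71.9) were in S or G2/M phase by score, and in the KO-labelled library 1510 of 2358 (64.0%, 62.1 to 66.0). The unthinned shares were 56.2% and 40.5%. Clusters were compared through marker lists, and a list counted for a cluster where at least 3 of its genes and at least 60% of them were raised 1.5-fold, a rule set after the data were seen. Only cluster 9 met a list that no other cluster met and no other list. Most groups below are therefore clusters under a list, and a difference from the paper can come from these rebuilt names. Between WT and the KO-labelled library, in which *Bap1* RNA was higher, 24.7% (21.4 to 27.9) of neurons would have to change cluster for the mixes to match. Without integration this rose to 57.5%, the largest move among the alternatives. The undecided neuroblast list (*Hes6*, *Sox11* and others) held for clusters 1, 5 and 8, which made up 40.9% (38.3 to 43.6) of WT neurons and 17.2% (15.7 to 18.8) of those of the KO-labelled library. Singly, cluster 1 held 19.3% and 7.11%, cluster 5 14.0% and 6.35%, and cluster 8 7.63% and 3.74%. The excitatory motor neuron/ENC1 list held for cluster 4 alone, with 8.35% (6.94 to 9.92) of WT neurons and 11.9% (10.6 to 13.3) of those of the KO-labelled library. In the libraries merged without integration, the difference for this list reversed to −12.4 points. Cluster 4 also met the ENC3, ENC4 and immature cholinergic lists. *Ndufa4l2*, a gene of the ENC1 list, was among the leading genes of cluster 1. The ENC1 list therefore may not pick out the paper's ENC1 neurons.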

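The ENC8/9–ENC12 precursor list (*Ntng1*, *Nxph2*, *Nos1*, *Vip*, *Pbx3* and *Etv1*) held for clusters 3 and 7. These made up 7.77% (6.42 to 9.30) of WT neurons and 22.8% (21.1 to 24.5) of the neurons of the library labelled *TyrBap1* KO, in which *Bap1* RNA was higher. The excitatory motor neuron/ENC4 list held for clusters 4 and 10, as did the ENC3 list, with 10.9% (9.28 to 12.6) of WT neurons and 17.4% (15.9 to 19.0) of those of the KO-labelled library. Most cells of cluster 10 were among the highest doublet scores, and the difference reversed to −1.08 points with mitochondrial RNA of at most 5%, −1.66 with doublets removed and −6.30 without integration. Cluster 3 alone met the interneuron/ENC12 list and held 5.25% (4.14 to 6.56) of WT neurons and 13.9% (12.6 to 15.4) of those of the KO-labelled library. Cluster 9, the only cluster named as IPAN/ENC6-like, held 73 WT neurons, the same share as cluster 3, and 5.05% (4.20 to 6.01) of the neurons of the KO-labelled library. The mitotic neuroblast list (clusters 8 and 10) covered 10.1% and 9.26% of neurons, and the immature nitrergic list (clusters 5, 6 and 7) 24.0% and 23.0%. For the immature cholinergic list (clusters 0 and 4) the shares were 22.7% and 25.5%. For these last lists the difference between the libraries was within counting error. The inhibitory motor neuron list (clusters 2, 6 and 7) covered 20.9% of WT neurons and 28.2% of those of the KO-labelled library, and its difference reversed to −3.58 points with mitochondrial RNA of at most 5%.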

In other clusters, *TyrBap1* KO predominated (ENC8/9–ENC12 precursor, excitatory motor neuron/ENC4) or there were similar numbers of *TyrBap1* KO and WT cells (e.g., S-phase mitotic neuroblast, nitrergic neuroblast, inhibitory motor neuron/ENC9, immature nitrergic neuron, immature cholinergic neuron, excitatory motor neuron/ENC3?, interneuron/ENC12, and IPAN/ENC6; Figure 7, C and D).

Remarkably, even for cells in the same cluster, expression of neuron subtype markers often varied dramatically between *TyrBap1* KO and WT neurons (Figure 7, B and E). For example, in IPAN/ENC6, *Calb2*, *Calcb*, *Grp*, and *Sst* transcripts were more abundant in WT than *TyrBap1* KO (Figure 7, E and F). Similarly, in interneuron/ENC12, glutamate transporter (*Slc17a6*) and DOPA decarboxylase (*Ddc*) mRNA were much more abundant in WT, even though WT and *TyrBap1* KO cells were approximately equally abundant (Figure 7, B, D, and E). Moreover, *Calb2*, *C1ql1*, *Ascl1*, and *Hand2* were expressed in many cell clusters but were much more abundant in WT than *TyrBap1* KO for most clusters. Similarly, *Ednrb* (which supports ENS precursor proliferation and migration) (46) and *Tgfb2* (which supports muscularis macrophage and enteric neuroblast identity) (11) were more abundant in WT than in *TyrBap1* KO neurons, as was *Ntrk3* (NT3 receptor; supports nitrergic neuron differentiation) (47) in ENC8/9–ENC12 precursors or IPAN/ENC6 neurons (Supplemental Figure 7E), and *Gfra2* (neurturin receptor) (48) in mature colonic cholinergic excitatory motor neurons/ENC4. In contrast, *Vip* and *Slc18a3* were more abundant in *TyrBap1* KO myenteric neurons than in WT. 

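The genes the paper names as lower in *TyrBap1* KO neurons, and those it names as higher, were followed within each cluster, with clusters formed without these genes. The median log2 ratio of the first list was below 0 in 12 of 12 clusters. It ranged from −1.21 to −0.54, with a median over clusters of −0.82. For the second list it was above 0 in 12 of 12 clusters, ranging from 0.48 to 1.26 with a median over clusters of 0.82. With each cell thinned to 3000 UMIs, the first median over clusters moved to −0.66, and it stayed below 0 in 12 of 12 clusters. These directions are those of the library labelled *TyrBap1* KO against WT, and *Bap1* RNA was higher in that library. The paper chose both lists on these libraries, so the tallies are no independent evidence.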

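In the 73 WT cells and 120 cells of the library labelled *TyrBap1* KO in cluster 9 (IPAN/ENC6-like), *Calb2* (chromosome 8, 110137502–110168210) had 7448 UMIs (3142 CPM) in WT and 1600 UMIs (478 CPM) in the KO-labelled library, a log2 ratio of −2.72 (−2.80 to −2.64). *Calcb* (chromosome 7, 114718643–114723365) fell from 1008 to 93.5 CPM, on 2390 and 313 UMIs, with a log2 ratio of −3.43 (−3.61 to −3.26). *Grp* (chromosome 18, 65872820–65886596) had 1689.8 and 199 CPM, on 4006 and 665 UMIs, a log2 ratio of −3.09 (−3.21 to −2.97). For *Sst* (chromosome 16, 23889573–23890958) the values were 734 and 72.3 CPM on 1739 and 242 UMIs, a log2 ratio of −3.34 (−3.54 to −3.15). A single cell held 228 of the 242 *Sst* UMIs of the KO-labelled library, and a single WT cell 406 of the 1739. Without these 2 cells the log2 ratio was −7.09 (−7.96 to −6.33). Thus the 4 transcripts were lower in the KO-labelled library, in which *Bap1* RNA was higher. Except for the *Sst* cells, no 1 cell held over 13.7% of a gene's UMIs in the KO-labelled library or over 5.62% in WT.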

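Among the cells of cluster 3, the cluster that met the ENC12 list, *Slc17a6* (chromosome 7, 51622006–51671119) had 609 UMIs in WT and 117 in the library labelled *TyrBap1* KO, 362 and 14.0 CPM. The log2 ratio was −4.69 (−4.99 to −4.41). *Ddc* (chromosome 11, 11814101–11898144) had 91 and 85 UMIs, 54.1 and 10.2 CPM, a log2 ratio of −2.41 (−2.86 to −1.97). Both were lower in the KO-labelled library, although *Bap1* RNA was not. The cluster held 73 WT cells and 331 cells of the KO-labelled library, so the cells were not equal in number here. It also met the ENC8/9–ENC12 precursor list. *Slc17a6*, *Nxph2*, *Pdyn*, *Bdnf* and *Adcyap1* were all among its leading genes. With doublets removed or mitochondrial RNA of at most 5%, the first 2 of these led another cluster than the last 3. The ratios therefore cannot tell a change within ENC12 neurons from a different mix of neurons in the cluster.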

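The cluster comparison was repeated for *Calb2*, *Hand2* and *C1ql1*. *Calb2* was lower in the library labelled *TyrBap1* KO in 12 of 12 clusters, with a median log2 ratio over clusters of −3.53. *Hand2* (chromosome 8, 57320983–57324633) was lower in 11 of 12 (median −0.53) and higher in cluster 9, by 0.45. *C1ql1* (chromosome 11, 102939264–102946688) was lower in 10 of 12 (median −0.75) and higher in clusters 7 (0.43) and 8 (0.36). Over all neurons, the log2 ratio was −3.30 (−3.35 to −3.24) for *Calb2*, −0.84 (−0.92 to −0.77) for *C1ql1* and −0.59 (−0.63 to −0.56) for *Hand2*. All of these are directions of the KO-labelled library, the one with more *Bap1* RNA. Free RNA limits the low values. *Calb2* had 84.6 CPM in WT glia and 7.49 in glia of the KO-labelled library, and in WT clusters 4, 6, 8 and 10 it had 88.8, 95.2, 72.7 and 109.8 CPM, close to the glial level. Its WT values elsewhere ran from 169 CPM in cluster 2 to 999 in cluster 7, apart from the higher value of cluster 9.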

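Over all neurons *Ednrb* (chromosome 14, 103814625–103844402) had 158 CPM in WT and 72.6 in the library labelled *TyrBap1* KO, a log2 ratio of −1.13 (−1.19 to −1.06). It had 593 CPM in WT glia, and at the same cluster mix its ratio in neurons was −0.25. *Tgfb2* (chromosome 1, 186622792–186705989) had 127 and 62.8 CPM, a log2 ratio of −1.02 (−1.09 to −0.95). *Ntrk3* (chromosome 7, 78175959–78738012) had 206 and 496 UMIs in the clusters of the precursor list, 76.2 and 34.2 CPM, a log2 ratio of −1.16 (−1.39 to −0.92). In the IPAN/ENC6-like cluster it had 822 and 458 UMIs, 347 and 137 CPM, a log2 ratio of −1.34 (−1.51 to −1.18). *Gfra2* (chromosome 14, 70890120–70979838) had 135 and 322 UMIs in the clusters of the ENC4 list, 34.9 and 30.6 CPM. Its log2 ratio there was −0.19 (−0.49 to 0.11), a difference that was not detectable at this depth, and over the alternatives it ran from −0.44 to 0.44. In all neurons the *Gfra2* ratio was −0.24 (−0.38 to −0.11) and reversed to 0.03 with mitochondrial RNA of at most 5%. Apart from *Gfra2* in the ENC4 clusters, these values were lower in the KO-labelled library beyond counting error, while its *Bap1* RNA was higher.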

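*Vip* (chromosome 10, 5639218–5647617) had 506 CPM in all WT neurons and 1301 in neurons of the library labelled *TyrBap1* KO, a log2 ratio of 1.36 (1.33 to 1.39), and was higher in 11 of 12 clusters. *Slc18a3* (chromosome 14, 32462438–32464850) had 227 and 326 CPM, a log2 ratio of 0.52 (0.48 to 0.57), and was higher in 9 of 12 clusters. *Bap1* RNA moved the same way, higher in the KO-labelled library.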

*Rarb* (21) and *Cntfr* (47), which influence enteric neuron subtype differentiation, were also more abundant in *TyrBap1* KO compared with WT neurons. 

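In all neurons *Rarb* (chromosome 14, 16430839–16819156) had 49.2 CPM in WT and 119.6 in the library labelled *TyrBap1* KO, a log2 ratio of 1.28 (1.19 to 1.37). It was higher in 8 of 12 clusters and lower in 4. *Cntfr* (chromosome 4, 41657498–41697089) had 23.4 and 64.2 CPM, a log2 ratio of 1.45 (1.33 to 1.58), and was higher in 12 of 12 clusters of the KO-labelled library, in which *Bap1* RNA was higher too.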

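Genes were ranked by log2 ratio among those with at least 200 UMIs over both libraries whose direction held against WT male cells and in thinned cells, leaving out *Xist* and Y chromosome genes. In neurons the lowest in the library labelled *TyrBap1* KO were *Cox8b* (chromosome 7, 140898945–140900446; 340 UMIs in WT and 13 in the KO-labelled library) at −5.84 (−6.76 to −5.05), *Hoxc4* (chromosome 15, 103018934–103036852; 939 UMIs in WT and 84 in the KO-labelled library) at −4.61 (−4.95 to −4.29) and *AY036118* (chromosome 17, 39847113–39848035; 5064 UMIs in WT and 509 in the KO-labelled library) at −4.45 (−4.58 to −4.31). They were followed by *Sst* (2055 and 253 UMIs) at −4.15 (−4.35 to −3.96) and *Tmem132c* (chromosome 5, 127241808–127565793; 212 UMIs in WT and 31 in the KO-labelled library) at −3.91 (−4.50 to −3.36). Without the 1 cell that holds most *Sst* UMIs in each library, the ratio of *Sst* was −7.18. The highest were *Gm10260* (chromosome 13, 97760072–97760632; 3 UMIs in WT and 3134 in the KO-labelled library) at 8.90 (7.35 to 11.18), *Csn3* (chromosome 5, 87925579–87932665; 2 UMIs in WT and 1127 in the KO-labelled library) at 8.01 (6.15 to 11.05) and *Pyy* (chromosome 11, 102106676–102107832; 4 UMIs in WT and 2180 in the KO-labelled library) at 7.96 (6.60 to 9.84). Next came *Amn* (chromosome 12, 111271095–111276426; 3 UMIs in WT and 313 in the KO-labelled library) at 5.57 (4.01 to 7.86) and *Pnoc* (chromosome 14, 65400673–65425472; 2 and 198 UMIs), whose interval was 3.63 to 8.55. The wide intervals of these genes come from 2 to 4 UMIs in WT, and both WT *Pnoc* UMIs lay in 1 cell. *AY036118* and *Gm10260* differed in the same direction in smooth muscle cells of these libraries. All directions are those of the library with more *Bap1* RNA.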

The many differences in gene expression between WT and *TyrBap1* KO are likely to affect neuron function, differentiation, and survival. Consistent with this hypothesis, RNA velocity analysis suggested that *Bap1* loss impaired normal differentiation trajectories for many enteric neuron subtypes (Supplemental Figure 7, F–H). Finally, Molecular Signatures Database (MSigDB) pathway overlap analysis showed that compared with controls, *TyrBap1* KO enteric neurons had reduced mRNA for many genes involved in translation, rRNA processing, and mRNA processing, with relative enrichment for genes involved in glucose metabolism, the immune system, and RHO GTPases (Supplemental Figure 8).

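The Molecular Signatures Database was not used here. Short lists written by hand took its place, and each list's median log2 ratio was set against 10000 random lists of the same size matched on mean expression, as a description of these libraries. Intervals for list medians come from binomial order statistics and describe the spread among the genes of a list. Over all genes the median log2 ratio was −0.11 in neurons, and the value relative to this median gene follows each list where it matters. Ribosomal protein genes had a median of −0.32 (−0.35 to −0.26) and were lower in the library labelled *TyrBap1* KO for 78 of 82 genes. None of the random lists had a lower median. Relative to the median gene it was −0.21, and at the same cluster mix, the setting that moved it most, −0.17. Translation factors had a median of −0.05 (−0.19 to 0.05), at percentile 12.0 of the random lists and 0.05 relative to the median gene. For rRNA processing genes it was −0.16 (−0.32 to −0.11), at percentile 8.56, and −0.06 relative to the median gene. For mRNA processing genes it was −0.16 (−0.27 to −0.05), at percentile 0.100, and −0.05 relative to the median gene. Glucose metabolism genes were higher, at 0.47 (0.30 to 0.62), for 27 of 34 genes, and none of the random lists had a higher median. Inflammation genes, as a list for the immune system, had a median of −0.20 (−0.66 to 0.09), with an interval that spans 0, at percentile 29.9. Against WT male cells the inflammation median was 0.05. These directions belong to the library in which *Bap1* RNA was higher. From the many expression differences between WT and *TyrBap1* KO neurons, the paper proposes effects on neuron function, differentiation and survival.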

### Prenatal Bap1 loss has only minor effects on enteric glia.

In contrast to enteric neurons, *TyrBap1* KO enteric glia had more subtle changes in gene expression, and glial cell density was normal at P15 (Supplemental Figure 9). 

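To compare sizes of change at equal depth, UMIs of both classes and libraries were thinned to 24283204 each, and 3424 genes with at least 50 CPM in the mean of the classes were used. The SD of log2 ratios across these genes was 0.478 in neurons and 0.427 in glia. Glia over neurons this was 0.895 (0.845 to 0.949), with counting error alone giving an SD of 0.0477 and 0.0466. At the same cluster mix in both libraries, the alternative that moved it most, the ratio was 0.990. Counts were not thinned in that alternative. By the median absolute deviation of the log2 ratios, glia over neurons was 0.840, and 0.929 at the same mix. In glia, ranked as for neurons, the lowest genes in the library labelled *TyrBap1* KO were *Sst* (1051 and 42 UMIs) at −5.23 (−5.71 to −4.79), *AY036118* (26725 and 1772 UMIs) at −4.50 (−4.57 to −4.43) and *Hoxc4* (1224 and 82 UMIs) at −4.49 (−4.83 to −4.16). Next came *Hoxc5* (chromosome 15, 102967443–103017429; 253 UMIs in WT and 18 in the KO-labelled library) at −4.40 (−5.18 to −3.71) and *Hist1h2an* (chromosome 13, 21786826–21787218; 403 UMIs in WT and 45 in the KO-labelled library) at −3.75 (−4.23 to −3.30). Highest in the KO-labelled library, where *Bap1* RNA was also higher, were *Gm10260* (19 and 7153 UMIs) at 7.97 (7.33 to 8.70), *Zpld1* (chromosome 16, 55225175–55297986; 111 UMIs in WT and 13858 in the KO-labelled library) at 6.38 (6.11 to 6.66) and *C3* (chromosome 17, 57203970–57228136; 3 UMIs in WT and 328 in the KO-labelled library) at 6.19 (4.63 to 8.47). *Pyy* had 0 UMIs in WT glia and 241 in glia of the KO-labelled library, at least 5.74 higher on the log2 scale with WT set to 3 UMIs, and the exact lower 95% limit was 5.43. *Hbb-bt* (chromosome 7, 103812524–103813996) had 16 and 1075 UMIs and a ratio of 5.48 (4.78 to 6.30), but 1 cell held 933 of them. Without it the ratio was 2.56 (1.82 to 3.41), and with the minimum lowered to 1000 genes per cell it reversed to −3.38. For *Sst*, no glial cell held more than 3 UMIs, so free RNA is a candidate explanation for its values in glia.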

Single-cell RNA-Seq showed altered ratios of some glial subtypes in *TyrBap1* KO (higher percentages of enteric glia type 1 and proinflammatory or apoptotic glia, and lower percentages of glial types 2 and 3 and early neurons) (Supplemental Figures 9 and 10). 

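The 6314 WT glia and 10219 glia of the library labelled *TyrBap1* KO formed 13 clusters, numbered 0 to 12, under the settings used for neurons. No marker of the paper's glial types 1, 2 and 3 was fixed in advance, so these clusters are given by number and leading genes, and rebuilt names can differ from the paper's. Cluster 0, led by *Gfap*, *Car12* and *Ctgf*, held 14.7% of WT glia and 20.1% of those of the KO-labelled library. Cluster 1, led by *Lypd6* and *Gja1*, held 19.3% and 14.2%, and cluster 2, led by *Frzb*, *Nckap5* and *Mfsd2a*, 17.3% and 10.4%. Clusters 3 and 10 met the proinflammatory marker list (*Ccl2*, *Cxcl1*, *Nfkbia* and others) and together held 8.30% (7.63 to 9.01) of WT glia and 14.0% (13.3 to 14.7) of those of the KO-labelled library, a difference of 5.71 points (4.74 to 6.67). At resolution 0.4 this difference was 0.152 points, the largest move among the alternatives. The cycling list held for clusters 5, 8, 9 and 11, with 19.2% and 17.5%. No cluster met the apoptotic or stressed list, and none met the early neuron list in the main setting. With all variable genes 1 cluster met the early neuron list, with 1.01% (0.781 to 1.29) of WT glia and 0.969% (0.788 to 1.18) of those of the KO-labelled library, and with mitochondrial RNA of at most 5% 2 clusters met it, with 0.983% (0.715 to 1.32) and 1.09% (0.847 to 1.39). Cluster 12 of the main setting, where 3 early neuron markers were raised, held 0.253% and 0.391%. The mixes of the libraries differed by 13.9 points (12.4 to 15.5), and by 72.9 without integration. The direction of each share is that of the library with more *Bap1* RNA.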

Fast Gene Set Enrichment Analysis (FGSEA) failed to identify any significant pathways when all glial clusters were analyzed. 

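The lists used for neurons were applied to glia, where the median log2 ratio over all genes was −0.11 as well. Ribosomal protein genes had a median of −0.03 (−0.08 to 0.03) in glia, lower in the library labelled *TyrBap1* KO for 44 of 82 genes, and it reversed to 0.09 relative to the median gene. Translation factors had a median of 0.02 (−0.07 to 0.16), with 17 of 35 genes lower. The median of mRNA processing genes was −0.01 (−0.08 to 0.05), with 33 of 63 lower, and 0.11 relative to the median gene. For rRNA processing genes it was −0.09 (−0.18 to −0.02), and 0.03 relative to the median gene. Inflammation genes had a median of 0.58 (−0.23 to 1.06) and were higher for 22 of 36 genes, 1 of which had 0 UMIs in a library. None of the 10000 random lists had a higher median, although the interval among genes reaches below 0. Over the alternatives the median ran from 0.43 to 0.69. With both libraries standardised to 5 strata of immediate-early UMIs, a test chosen after the result was seen, it was 0.26 (−0.23 to 0.59). The same genes were raised in smooth muscle cells of the KO-labelled library, with a median of 1.08 (0.58 to 1.66). Extracellular matrix genes had a median of 0.23 (0.01 to 0.37) in glia, higher for 32 of 49 genes, and none of the random lists had a higher one. Glucose metabolism genes had a median of 0.04 (−0.23 to 0.21). Each direction is that of the library labelled *TyrBap1* KO, in which *Bap1* RNA was higher.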

MSigDB overlap analysis indicated that *TyrBap1* KO enteric glia had reduced mRNA encoding translational and mRNA processing machinery (like enteric neurons), and elevated levels of mRNA in proinflammatory and extracellular matrix pathways (Supplemental Figure 11).

### Postnatal Bap1 loss in ENS does not affect survival, weight gain, or colon motility.

The absence of obvious neonatal ENS defects, coupled with striking progressive postnatal ENS abnormalities, suggested that *Bap1* is not needed before birth in the ENS lineage. To test this hypothesis, we deleted *Bap1* from ENS in perinatal or adult *Bap1^fl/fl^ Ret-CreERT2^+^* (called *RetCreERT2Bap1* KO) mice by giving tamoxifen (P1–P7 or P56–P63). At both ages, tamoxifen-treated *RetCreERT2Bap1* KO survived as long as WT (Figure 8, A and B), maintained normal weight (8-week-old treated) or grew like WT (P1–P7 treated) (Figure 8, C and D), and appeared healthy, despite Cre-mediated DNA recombination in 80%–90% of enteric neurons (Figure 8, E–H). Furthermore, FITC-dextran transit through small bowel after oral gavage (Figure 8I) and colonic bead expulsion (Figure 8J) were normal in tamoxifen-treated *RetCreERT2Bap1* KO mice. These observations suggest that *Bap1* is required before birth for normal postnatal ENS development, maintenance, and function. Furthermore, while *Bap1* deficiency phenotypes manifest shortly after birth, *Bap1* is not needed in the ENS during the postnatal interval of progressive ENS dysfunction.

## Discussion

BAP1 regulates gene expression by reversing H2AK119 mono-ubiquitination, a repressive mark produced by PRC1 (18), and by altering activity of some transcription factors (36). BAP1 also impacts DNA replication fork elongation, DNA damage repair, and IP3R3 stability (enhancing apoptosis if DNA damage is excessive) (18). Consistent with these roles, *Bap1* is essential for early embryonic development, with roles in germ layer lineage commitment. *BAP1* mutations predispose to uveal melanoma, renal cell carcinoma, and mesothelioma (18). We are not aware of prior data linking *BAP1* to bowel motility disorders or the ENS. However, our data suggest that prenatal BAP1 deficiency in ENS lineages causes dramatic postnatal enteric neuron loss, severe bowel dysmotility, and early death.

*TyrBap1* KO mice were originally created to generate a uveal melanoma model since tyrosinase is expressed in neural crest–derived melanocytes, but no tumors were observed. Instead, *TyrBap1* KO had only mild coat pigmentation defects (Figure 1I). ENS phenotypes arise because *TyrBap1* KO undergo Cre-mediated recombination starting at E10.5–11.5 in lineages that generate approximately 85% of neonatal myenteric and approximately 70% of P15 myenteric and submucosal neurons. At E10.5, vagal crest–derived ENS precursors have just entered the stomach and started to migrate toward distal colon in WT mice (41). Remarkably, despite fetal *Bap1* loss, *TyrBap1* KO had normal-appearing ENS throughout the bowel at birth, as did *Wnt1Bap1* KO that lack *Bap1* in all prenatal ENS precursors starting at E8.5. Furthermore, small bowel contractility at P0 seemed similar in *Wnt1Bap1* KO and WT. Thus, *TyrBap1* KO and *Wnt1Bap1* KO are not HSCR models.

Enteric neuron numbers began to decline shortly after birth in *TyrBap1* KO, with reductions in some regions by P5 (Figure 4F). At P15, neuron density is reduced dramatically throughout *TyrBap1* KO bowel (29%–89% reductions compared with WT) and bowel motility is profoundly impaired, plausibly explaining 50% mortality by P20. The most dramatic reductions occurred in neurons marked by TdTomato in *TyrBap1* KO *TdTomato* reporters, suggesting primarily cell-autonomous BAP1 roles in ENS lineages as might be expected. However, many TdTomato-negative neurons were lost in submucosal plexus, suggesting that these cells rely on *TyrBap1* lineage–derived trophic factors. Mechanisms underlying reduced neuron numbers in *TyrBap1* KO remain uncertain. 

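In the single-cell data, 28 apoptosis effector genes had a median log2 ratio of −0.10 (−0.51 to 0.07) in neurons of the library labelled *TyrBap1* KO over WT, with 16 lower, at percentile 59.9 of matched random lists. For p53 target genes it was −0.27 (−0.54 to −0.11), with 22 of 27 lower, at percentile 14.2. In glia the medians were 0.01 (−0.27 to 0.14) and −0.19 (−0.49 to 0.03). These are transcript levels in the cells that reached the library, and cells that had died before sorting are not counted. *Bap1* RNA was higher in the KO-labelled library.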

We did not find evidence of increased apoptosis (cleaved caspase-3, RNA-Seq), reduced proliferation (EdU), or increased DNA damage (γH2AX) at P5 when reduced neuron numbers were apparent. It is possible that changes in neuron number occur gradually (e.g., 5% each day over 10 days). In this case, causes of neuron loss could be difficult to define (i.e., too small to measure on any given day). 

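The share of thinned neurons in S or G2/M phase by score fell by 5.47 percentage points (−8.59 to −2.30) from WT to the library labelled *TyrBap1* KO, which held more *Bap1* RNA. Without thinning the difference was −15.7 points, the largest move among the alternatives, and at 2000 UMIs per cell −4.59. Scored phases can be given to cells that do not divide, so cells with at least 2 UMIs of *Mki67*, *Top2a*, *Cdk1*, *Ccnb1*, *Birc5* and *Ube2c* at 3000 UMIs were also counted. They made up 44 of 1387 WT neurons (3.17%, 2.31 to 4.24) and 66 of 2358 in the KO-labelled library (2.80%, 2.17 to 3.55). This difference, −0.373 points (−1.61 to 0.765), was not detectable at this depth. Unthinned, the shares were 19.4% and 11.9%. With doublets removed as well, a combination chosen after the data were seen, the shares were 2.25% and 1.18%, a difference of −1.08 points (−2.17 to −0.117).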

In support of this hypothesis, scRNA-Seq at P5 indicates a 4.42% reduction in cycling neuroblasts in *TyrBap1* KO compared with controls (Supplemental Figure 7B). 

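*Ednrb* was lower in the library labelled *TyrBap1* KO in 10 of 12 neuron clusters, although *Bap1* RNA was higher there. In clusters 3 and 7, those of the ENC8/9–ENC12 precursor list, it had 164 UMIs in WT and 347 in the KO-labelled library, 60.7 and 23.9 CPM, a log2 ratio of −1.34 (−1.62 to −1.07). In clusters 0 and 4, which met the immature cholinergic list, the log2 ratios were −2.33 (−2.76 to −1.92) and −1.55 (−2.14 to −0.98). Among the clusters of the undecided neuroblast list, *Ednrb* was higher in clusters 5 (0.39, 0.27 to 0.51) and 8 (0.26, 0.09 to 0.43), and lower in cluster 1 (−0.91, −1.27 to −0.56).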

As one possible explanation for reduced cycling neuroblasts, we noted reduced *Ednrb* in some clusters (e.g., ENC8/9–ENC12 precursors, cholinergic neuroblasts; Supplemental Figure 7E). EDNRB promotes enteric neuron precursor proliferation and migration during fetal development (46). While these proliferation differences might contribute to differences in neuron density, even with 3 days of EdU labeling, only 0.7%–1% of HuC/D^+^ myenteric neurons incorporated EdU (<0.33% Edu^+^ per day), making it unlikely that differences in proliferation alone could explain markedly reduced P15 neuron density in *TyrBap1* KO mice.

Even if enteric neuron numbers were normal, *TyrBap1* KO mice are expected to have impaired bowel motility because of abnormal enteric neuron subtype differentiation. In addition, markedly reduced *Tgfb2* in many *TyrBap1* KO neuron subtypes (Supplemental Figure 7E) should reduce neuron-associated muscularis macrophages (NA-MMΦ) (49) that refine ENS synaptic connections. However, loss of NA-MMΦ function at this stage (P10) cannot explain enteric neuron loss and instead should increase enteric neuron numbers.

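*Tgfb2* was lower in the library labelled *TyrBap1* KO, the one with more *Bap1* RNA, in 11 of 12 neuron clusters, and the interval lay below 0 in 10 of them. The median log2 ratio over clusters was −1.15. It was lowest in clusters 6 (−2.39, −2.96 to −1.84), 4 (−2.24, −2.64 to −1.85) and 0 (−2.21, −2.61 to −1.81). In the IPAN/ENC6-like cluster 9 it was 0.25 (−0.24 to 0.75). Muscularis macrophages were not analysed here.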

The reduced neuron density, altered ENS gene expression, severe dysmotility, and early death in *TyrBap1* KO mice provide what we believe to be a new model for the human disease called neuropathic chronic intestinal pseudo-obstruction (nCIPO). nCIPO is rare and may have onset in infancy, childhood, or adulthood. With few exceptions, causes of nCIPO remain poorly defined. 

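From WT to the library labelled *TyrBap1* KO, in which *Bap1* RNA was higher, the share of neurons in the clusters of the undecided neuroblast list was reduced by 58.0%. For the immature nitrergic list the reduction was 4.41%. The share under the ENC1 list was not reduced, with 1.43 times its WT value. That list held for cluster 4 alone, which also met the ENC3, ENC4 and immature cholinergic lists. *Ndufa4l2*, a gene of the ENC1 list, was among the leading genes of cluster 1, whose share fell from 19.3% to 7.11%. The rise therefore may not describe the paper's ENC1 neurons. The share under the ENC4 list was 1.60 times, and that under the ENC8/9–ENC12 precursor list 2.93 times, its WT value. Each is a share of all neurons of a library, and numbers per area of bowel cannot be read from sorted cells.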

*TyrBap1* KO mice have dramatic reductions (50%–70%) in undecided neuroblasts, immature nitrergic neurons, and excitatory motor neurons/ENC1, but markedly increased numbers of excitatory motor neurons/ENC4 and of ENC8/9–ENC12 precursors rarely seen in P5 WT. Furthermore, gene expression differs markedly between *TyrBap1* KO and WT neurons even within single clusters. For example, compared with WT, *TyrBap1* KO neurons had less mRNA for many neurotransmitters (*Penk*, *Grp*, *Cartpt*, *Sst*), enzymes that make neurotransmitters (*Ddc*), neurotransmitter receptors (*Oprk1*, *Cnr1*, *Kctd12*), proteins that modulate neurotransmitter receptors (*Lypd1*, *Gpc6*, *Crip1*, *Rgs4*, *Pirt*), neurotransmitter transporters or synaptic vesicle sorting proteins (*Slc17a6*, *Slc10a4*, *Scg2*), ion channel regulators (*Phactr1*, *Fgf13*, *Akap7*), calcium buffering proteins (*Calb2*, *Calb1*, *Calca*, *S100b*), proteins important for dendrite formation (*Gda*), axon guidance proteins (*Epha5*, *Nrp2*, *Sema3c*), cell adhesion–related proteins (*Chl1*, *Alcam*, *Cd9*), transcription factors important for nervous system function or development (*Ascl1*, *Hand2*, *Nfib*, *Zfhx3*, *Sox4*, *Tcf4*, *Tbx3*, *Tlx2*, *Casz1*, *Pbx3*), proteases or protease inhibitors critical for nervous system morphogenesis (*Adamts5*, *Serpini1*, *Serpine2*), proteins that regulate neural stem cell proliferation (*Btg1*, *Id4*), and growth factors or growth factor receptors (*Ednrb*, *Ntrk3*, *Gfra2*, *Tgfb2*, *Fgf13*, *Ngf*, *Kitl*). In contrast, compared with WT, *TyrBap1* KO neurons expressed more mRNA for other neurotransmitters and neuropeptides (*Vip*, *Pcsk1n*), enzymes that make or degrade neurotransmitters (*Slc18a3*, *Ache*, *Ass1*), proteins that regulate neurotransmitter receptor function (*Scgn*, *Ly6h*, *Caly*, *Cnih2*, *Necab2*), neural signaling proteins (*Crabp1*), cytoskeletal proteins impacting axon transport or nervous system development (*Prph*, *Tubb2a*, *Tubb3*, *Nefl*, *Nefm*), other proteins that influence nervous system development (*Olfm1*, *Pcp4*), trophic factors and trophic factor receptors (*Vgf*, *Pdgfa*, *Cntfr*, *Rarb*), vesicle-associated proteins (*Ndrg4*, *Rab3a*, *Vamp2*, *Syp*), and proteins that protect from oxidation (*Gpx3*, *Ngb*). 

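Over all neurons, 50 of the 59 genes named here or earlier as reduced were lower in the library labelled *TyrBap1* KO, where *Bap1* RNA was higher. Their median log2 ratio was −0.95 (−1.09 to −0.65), and none of 10000 matched random lists had a lower one. The paper chose these genes on these libraries, so this rank is no independent evidence. Over the alternatives the median ran from −1.02 to −0.74. Relative to the median gene it was −0.85. Next to *Sst* and *Calb2*, genes with low ratios were *Slc17a6* at −2.77 (−2.99 to −2.56), *Calcb* at −2.14 (−2.23 to −2.05), *Kitl* (chromosome 10, 100015630–100100416) at −2.29 (−2.47 to −2.12), *Oprk1* (chromosome 1, 5588466–5606131) at −2.21 (−2.35 to −2.08), *Gda* (chromosome 19, 21391307–21473445) at −1.97 (−2.11 to −1.84), *Nfib* (chromosome 4, 82290173–82705750) at −1.90 (−1.95 to −1.85) and *Lypd1* (chromosome 1, 125867622–125913101) at −1.87 (−2.05 to −1.68). *Penk* fell from 1398 to 689.6 CPM, a log2 ratio of −1.02. Some of these genes were not lower. *Sema3c* was at 1.93 (1.77 to 2.10). *Alcam* was at 0.49 (0.45 to 0.52), *Cartpt* at 0.35 (0.33 to 0.37), *Tbx3* at 0.30 (0.26 to 0.34) and *Epha5* at 0.01 (−0.03 to 0.04). *Pbx3* was at 0.16 (0.06 to 0.26) and reversed to −0.43 at the same cluster mix. *Cd9* was at 0.11 (0.09 to 0.14) and reversed to −0.15 with mitochondrial RNA of at most 5% and −0.06 at the same cluster mix. *Calb1* was another.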

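Over all neurons, 29 of 29 genes, the ones named as increased with *Meg3* added, were higher in the library labelled *TyrBap1* KO. *Bap1* RNA was higher in that library too. The median log2 ratio was 1.02 (0.85 to 1.36), none of the matched random lists had a higher one, and over the alternatives it ran from 0.83 to 1.24. Relative to the median gene it was 1.13. These genes too were chosen on these libraries, so their rank among random lists is no independent evidence. *Crabp1* (chromosome 9, 54764748–54773110) rose most, from 358 UMIs in WT to 19270 in the KO-labelled library, a log2 ratio of 4.62 (4.47 to 4.77). It was followed by *Gpx3* (chromosome 11, 54902453–54910377) at 2.20 (2.13 to 2.27) and *Ngb* (chromosome 12, 87097531–87102539) at 2.06 (1.97 to 2.15). The cytoskeletal genes *Prph*, *Nefl* and *Nefm* were at 0.85 (0.84 to 0.87), 0.71 (0.68 to 0.74) and 0.84 (0.79 to 0.90).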

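In neurons *Meg3* (chromosome 12, 109541001–109571726) had 88072 UMIs in WT and 249936 in the library labelled *TyrBap1* KO, 3627 and 4697 CPM, a log2 ratio of 0.37 (0.36 to 0.38). It was higher in the KO-labelled library, as was *Bap1* RNA. The other 6 transcripts were lower. *Malat1* (chromosome 19, 5795690–5802672) had 718471 and 779764 UMIs and a log2 ratio of −1.01 (−1.02 to −1.01). *Satb1* (chromosome 17, 51736187–51833290) was at −1.32 (−1.42 to −1.22), *Cryab* (chromosome 9, 50751325–50756636) at −1.16 (−1.21 to −1.11) and *Hotairm1* (chromosome 6, 52156902–52162119) at −1.12 (−1.20 to −1.03). *Timp3* (chromosome 10, 86300372–86349506) was at −0.93 (−1.01 to −0.85) and *Cst3* (chromosome 2, 148871722–148875692) at −0.53 (−0.55 to −0.50).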

Interestingly, compared with WT, RNA from *TyrBap1* KO neurons also encoded high levels of a long noncoding RNA (lncRNA) that promotes neuron death (*Meg3*) and lower levels of neuroprotective mRNA (*Cryab*, *Cst3*, *Timp3*), lncRNA with neuroprotective or neuronal differentiation roles (*Malat1*, *Hotairm1*), and an mRNA that prevents neuronal cell senescence (*Satb1*). Remarkably, MSigDB overlap analysis did not highlight these changes in mRNA, but instead showed that downregulated mRNAs were in pathways involved in protein and mRNA synthesis while upregulated mRNAs belonged to pathways for glucose metabolism, RHO GTPases, and the immune system. These data support the hypothesis that *Bap1* loss in the *TyrBap1* lineage disrupts ENS structure and function in many ways and that progressive postnatal reductions in enteric neuron density were due, at least in part, to altered expression of neuroprotective or neurodegeneration-inducing genes.

In contrast to dramatic changes in *TyrBap1* KO enteric neurons, *TyrBap1* KO enteric glia (which also lack BAP1) had subtle changes in gene expression. In fact, FGSEA identified no pathways associated with differentially expressed genes. There were, however, shifts in relative abundance of glial subtypes with more inflammatory glia and fewer early neurons in *TyrBap1* KO. Furthermore, MSigDB overlap analysis highlighted that *TyrBap1* KO glia had reduced mRNA in pathways for ribosomes, translation, and RNA processing, similar to findings highlighted in enteric neurons.

### BAP1 and the Polycomb repressor complex (PRC).

One striking aspect of the *Bap1* phenotype is that fetal *Bap1* loss in ENS lineages does not appear to affect neonatal ENS structure, bowel motility, or survival. Instead, prenatal *Bap1* loss profoundly impairs postnatal enteric neuron differentiation and induces postnatal enteric neuron loss. In contrast, mice with postnatal *Bap1* loss in most enteric neurons appear to remain healthy. Although BAP1 can directly regulate gene expression, this pattern suggests critical epigenetic roles for BAP1 during ENS cell lineage specification. Mechanistically, BAP1 deubiquitinates histone 2AK119-ub1 (H2AK119-ub1), an epigenetic mark that represses gene expression and can have long-lasting effects on transcription. H2AK119-ub1 is a modification created by PRC1 that is recruited to DNA after histone 3 K27 trimethylation (H3K27me3) by PRC2 (18). Inactivating mutations of PRC2-variant subunits *Aebp2* or *Ezh2* as well as defects in RA signaling (regulating PRC1/PRC2 activity) cause distal bowel aganglionosis in mice (12, 13, 20, 21). PRC1 includes CBX4, a protein stabilized by SALL1, which reduces CBX4 ubiquitination and proteasomal degradation (24). *SALL1* mutations cause Townes-Brocks–like syndrome, a disorder in which HSCR appears common (23). In addition, loss of PRC1 subunit *Pcgf1* in fetal ENS precursors impairs enteric neuron subtype specification, reducing somatostatin-expressing (*Sst*-expressing) (descending/inhibitory) neurons and increasing calbindin^+^ (*Calb1*^+^) (ascending/excitatory) neurons (26). Since BAP1 removes ubiquitin from H2AK119ub1 placed by PRC1, our observation that *Calb1* mRNA is lower in *TyrBap1* KO than WT fits with *Pcgf1^–/–^* data. However, we found fewer cells expressing *Sst1*, which is not expected if BAP1 only reversed PRC1-mediated H2AK119 ubiquitination (26). Collectively, these observations show critical roles for PRC1/PRC2 in the ENS. 

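In all neurons *Calb1* (chromosome 4, 15881264–15908064) had 451 UMIs in WT and 1007 in the library labelled *TyrBap1* KO, 18.6 and 18.9 CPM. The log2 ratio was 0.03 (−0.13 to 0.19), and a difference was not detectable at this depth. Over the alternatives it ran from −0.62 to 0.38, so its sign depends on the processing. Within clusters the direction varied. *Calb1* was higher in the KO-labelled library in 6 of 8 clusters with enough UMIs, by 3.58 (2.86 to 4.41) in cluster 0 and 4.65 (2.78 to 7.71) in cluster 11. In cluster 3, which met the ENC12 list, it was lower, with 377 UMIs in WT and 280 in the KO-labelled library, a log2 ratio of −2.74 (−2.97 to −2.52). One WT cell held 73 of the 451 UMIs, and without the top cell of each library the ratio was 0.24 (0.07 to 0.42). The library is the one in which *Bap1* RNA was higher.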

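Cells with an *Sst* UMI were counted with each cell thinned to 3000 UMIs. They made up 79 of 1387 WT neurons (5.70%, 4.53 to 7.05) and 5 of 2358 neurons of the library labelled *TyrBap1* KO (0.212%, 0.0689 to 0.494). The 3 and 19 shallower cells were left out. Glia, which should lack *Sst*, gave the background. At the same depth it was found in 441 of 6279 WT glia (7.02%, 6.40 to 7.68) and 19 of 10167 of the KO-labelled library (0.187%), with 35 and 52 shallower cells left out. The median depths before thinning were 15169 and 22383 UMIs in neurons and 6896.5 and 6218 in glia. The shares in neurons were thus not above background. Unthinned, they were 16.3% and 0.631% in neurons and 14.8% and 0.411% in glia. No glial cell held more than 3 *Sst* UMIs. Neurons above that number were 17 of 1390 in WT (1.22%, 0.714 to 1.95) and 3 of 2377 in the KO-labelled library (0.126%, 0.0260 to 0.368). *Bap1* RNA was higher in the KO-labelled library.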

Our data show, what we believe to be for the first time, that epigenetic defects in prenatal ENS could cause postnatal ENS neurodegenerative phenotypes mimicking human nCIPO.

Our ENS observations may be relevant to a broad range of human neurodevelopmental and neurodegenerative diseases because BAP1 impacts PRC activity (17, 18). *EZH2*, *EED2*, and *SUZ12* mutations cause the neurodevelopmental disorders Weaver syndrome (OMIM #277590) (28), Cohen-Gibson syndrome (OMIM #617561) (30), and Imagawa-Matsumoto syndrome (OMIM #618786) (29). Mutations in *EZH1* (27) and in *KDM6B* (OMIM #611577) (32) and *KDM6A* (31) (H3K27 demethylases) cause syndromic neurodevelopmental disorders and Kabuki syndrome (OMIM #147920 and #300867). Altered PRC activity is implicated in ataxia-telangiectasia (50) and Huntington’s disease (51). Despite these links, only 2 prior studies suggested that BAP1 might impact nervous system function. Perhaps most interestingly, Küry et al. in 2022 described 11 individuals with de novo *BAP1* variants who had speech delay, hypotonia, behavioral problems, gross motor delay, feeding difficulty, and seizures (42). Disease-causing BAP1 variants impaired deubiquitinase activity, leading to elevated ubiquitin on H2A. Küry et al. point out that, to their knowledge, “*BAP1* is one of the rare genes in which different germline variants cause either a neurodevelopmental disorder or a tumor predisposition syndrome.” Future studies are warranted to investigate precise mechanisms through which BAP1 regulates ENS development and differentiation, and to identify additional BAP1 roles in the nervous system.

## Methods

Additional methods are available in Supplemental Methods.

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Mice.

*Bap1tm1.1Geno* (called *Bap1*; C57BL/6) mice were generated in-house (52). *Tg(Tyr-Cre)1Gfk* (called *Tyr-Cre*; RRID:MGI:3580524, C57BL/6) were a gift from Graham F. Kay (Queensland Institute of Medical Research, Herston, Queensland, Australia), *Hdac4tm2.1Eno* (called *Hdac4*; RRID:MGI:4418117, C57BL/6) a gift from Kelly A. Hyndman (University of Alabama at Birmingham, Birmingham, Alabama, USA), *B6.FVB(Cg)-Tg(Chat-EGFP/Rpl10a,Slc18a3)DW167Htz/J* (called *Chat-GFP*; RRID:IMSR_JAX:030250, C57BL/6J) a gift from Joseph Dougherty (Washington University School of Medicine in St. Louis, St. Louis, Missouri, USA), and *Rettm2(cre/ERT2)Ddg* (called *Ret-CreERT2*; RRID:MGI:4437245, C57BL/6) a gift from Jeffrey Milbrandt (Washington University School of Medicine in St. Louis). *H2az2(Tg(Wnt1cre)11Rth* [called *Wnt1-Cre*; RRID:IMSR_JAX:003829, (C57BL/6J × CBA/J)F_1_]) and *Gt(ROSA)26Sortm9(CAGtdTomato)Hze* (called *R26R-TdTomato*; RRID:IMSR_JAX:007909, C57BL/6) were from The Jackson Laboratory. *Wnt1-Cre* were bred to *Bap1* on a mixed (C57BL/6J × CBA/J)F_1_ × C57BL/6 background to generate *Bap1^fl/fl^ Wnt1-Cre^+^* (called *Wnt1Bap1* KO). *Bap1* were bred to *Tyr-Cre* to generate *Bap1^fl/fl^ Tyr-Cre^+^* (called *TyrBap1* KO) and to *R26R-TdTomato* on a pure C57BL/6 background (called *TyrBap1 R26R-TdTomato*). For specific experiments, *TyrBap1 R26-TdTomato* were bred to *Chat-GFP* or *Hdac4* on a pure C57BL/6 background. *Ret-CreERT2* were bred to *R26R-TdTomato* and *Bap1* on a pure C57BL/6J background. Husbandry information is in Supplemental Table 1. Genotyping employed published and novel primers (Supplemental Table 2) and Transnetyx using tail or ear biopsies. Vaginal plug day was considered E0.5.

### Tamoxifen treatment of Bap1 Ret-CreERT2 TdTomato.

Tamoxifen (20 mg/mL; Sigma-Aldrich, catalog T5648) dissolved in 200 μL ethanol at 37°C was added to 1,800 μL sunflower oil (Sigma-Aldrich, catalog S5007). Adult *Bap1 Ret-CreERT2 TdTomato* or nursing dams (P1–P3) were gavaged (200 mg/kg tamoxifen) once daily on 4 days in a 5-day interval.

### Euthanasia.

P0–P7 mice were euthanized by decapitation, P15 by cervical dislocation, and adult mice with carbon dioxide (CO_2_, 3 minutes) followed by cervical dislocation.

### Whole-mount immunofluorescence.

Full-length bowel in 1× PBS (Thermo Fisher Scientific, catalog 21600069), opened along the mesenteric border, was pinned serosa-side-up to plates coated with Sylgard 184 Elastomer (Ellsworth Adhesives, catalog 184 SIL ELAST KIT 0.5KG) using insect pins (Fine Science Tools, catalog 26002-20) and fixed for 20 minutes at room temperature (RT) with 4% paraformaldehyde (Thermo Fisher Scientific, catalog O4042-500). After fixation, tissue was washed 3 times (5 minutes, 1× PBS) and stored in 50% glycerol/50% 1× PBS (Quality Biological, catalog A611-E404-99; Sigma-Aldrich, catalog S2002-25G) with 0.05% sodium azide (Sigma-Aldrich, catalog G9012-2L) at 4°C (<1 week) or –20°C (>1 week) until use. Before staining, stored tissues were rinsed 3 times (5 minutes, 1× PBS) and blocked (2 hours, RT; 5% normal donkey serum [Jackson ImmunoResearch Laboratories, catalog 017-000-121] and 0.1%–0.5% Triton X-100 [Sigma-Aldrich, catalogT8787] in PBS [0.1%–0.5% PBST]). HuC/D antibody (ANNA1) was incubated with tissue either 3 hours (RT) or overnight (4°C), then transferred after washing once in PBS (5 minutes, RT) into other primary antibodies (Supplemental Table 3) in 5% normal donkey serum (0.1%–0.5% PBST) and incubated either 3 hours (RT) or overnight (4°C). Tissue was then washed 3 times (30 minutes, 1× PBS), transferred into secondary antibody (Supplemental Table 3) in 5% normal donkey serum in 0.1%–0.5% PBST, incubated (RT, 60–90 minutes), washed 3 times (RT, 10–30 minutes, 1× PBS), and mounted in 50% glycerol/50% 1× PBS on slides (Thermo Fisher Scientific, catalog 1255015) using coverslips (Thermo Fisher Scientific, catalog 125485P). Incubation and wash steps were performed on a rocker (Cole-Parmer, catalog S2035-CP-A).

### EdU injection.

Mice were given 12.5 μg/g 5-ethynyl-2′-deoxyuridine (EdU) (Thermo Fisher Scientific, catalog C10337 and C10340) intraperitoneally in 1× PBS over 3 days, starting P4 (at 24-hour intervals). On P7, mice were euthanized 26 hours after the final EdU injection.

### Histochemistry for paraffin-embedded samples.

P15 small bowel or colon (0.7 cm segments from proximal and distal end of each region) was maximally stretched, pinned to Sylgard 184 Elastomer–coated dishes, fixed (20 minutes, RT, 4% paraformaldehyde), rinsed (1× PBS), stored in 70% ethanol (>3 hours, RT), and paraffin embedded. Longitudinal sections (5 μm thick) cut on an HM 355S Microm microtome were stained using a standard H&E protocol (Harris Modified Method Hematoxylin Stains, Thermo Fisher Scientific, catalog SH30-500D; Scott’s tap water, Sigma-Aldrich, catalog S5134; Eosin Y Solution, Sigma-Aldrich, catalog HT110116; mounting: Richard-Allan Scientific Cytoseal XYL, Thermo Fisher Scientific, catalog 8312-4).

For periodic acid–Schiff/Alcian blue (PAS/AB) staining, sections were incubated with Alcian blue (pH 2.5, RT, 6 minutes; Sigma-Aldrich, catalog A5268), washed (running tap water, 2 minutes), briefly rinsed (dH_2_O), treated with 0.5% periodic acid solution (RT, 5 minutes; Thermo Fisher Scientific, catalog A223-25), and again washed (dH_2_O), then incubated with Schiff’s reagent (RT, 15 minutes; Sigma-Aldrich, catalog 3952016), washed (running tap water, 5 minutes), stained with hematoxylin (45–60 seconds), washed again (running tap water, 2 minutes), differentiated with acid alcohol (1% concentrated HCl in 70% ethanol, 22 seconds), blued in Scott’s tap water (1 minute; Sigma-Aldrich, catalog S5134), and rinsed (running tap water) before dehydration and mounting (Richard-Allan Scientific Cytoseal XYL, Thermo Fisher Scientific, catalog 8312-4).

### Colon bead expulsion.

Adult mice (P95–P210) in empty cages, allowed to eat ad libitum before testing, were anesthetized (2 L/min carbogen, 2.5% [vol/vol] isoflurane, 1.5 minutes) before bead insertion (with 2–4 minutes of additional sedation if mice aroused before bead insertion). A glass bead (3 mm; Sigma-Aldrich, catalog Z143928) lubricated with sunflower seed oil was inserted 2 cm into colon using a custom-made 3-mm rounded glass rod. Anesthesia was discontinued. Time to bead expulsion was recorded. The assay was repeated 3 times per mouse with more than 48 hours between procedures. If bead insertion met resistance due to feces, mice were allowed to regain consciousness, and bead insertion was attempted again after 10 minutes. If resistance persisted, a new attempt was made 48 hours later.

### FITC-dextran small intestinal transit assay.

P15 mice gavaged with 70–100 μL FITC-dextran (10 mg/mL, MW 70,000; Sigma-Aldrich, catalog FD70S) in 2% methylcellulose (Sigma-Aldrich, catalog 274429) were kept in usual cages 90 minutes after gavage without their mother and without food or water. Small intestine from euthanized mice was cut into 12 equal-length segments. Colon was cut into 5 equal-length segments plus cecum. Segments minced with scissors in 400 μL 1× PBS were vortexed for 40 seconds to release FITC, then centrifuged (4,000*g*, 10 minutes). The fluorescence intensity of 100 microliters of supernatant was measured in a 96-well plate (Modulus II Microplate Multimode Reader (Turner BioSystems Inc.), excitation 490 nm, emission 510–570 nm). Data are presented as percentage fluorescence intensity (([fluorescence intensity in a bowel segment]/[sum of fluorescence intensities for all bowel segments]) × 100). Geometric center was calculated as:

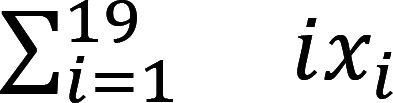

where *i* refers to each of the 19 bowel segments, ordered most proximal (stomach; segment 1) to most distal (distal colon; segment 19), and *x* refers to percentage fluorescence intensity in corresponding segments.

### In vivo analysis of bowel movement frequency and consistency.

P15 mice were separated into individual opaque containers without food around 8–9 am in a dark, undisturbed location. Welfare was confirmed every hour. Stool pellets in containers after 8 hours were counted. Presence of liquid diarrhea or feces-matted perianal fur was noted.

### In vitro organ bath experiments.

For P15 mice, full-length colon was immediately placed in warm (37°C) oxygenated (95% O_2_ and 5% CO_2_) Krebs-Ringer solution: 118 mM NaCl (Sigma-Aldrich, catalog S6191), 4.6 mM KCl (Thermo Fisher Scientific, catalog BP366-500), 2.5 mM CaCl_2_ (Sigma-Aldrich, catalog C-7902), 1.2 mM MgSO_4_ (Sigma-Aldrich, catalog M-7506), 1 mM NaH_2_PO_4_ (Sigma-Aldrich, catalog S0751), 25 mM NaHCO_3_ (Sigma-Aldrich, catalog BP328-500), 11 mM d-glucose (Sigma-Aldrich, catalog G7021; pH 7.4). To evacuate stool, Krebs-Ringer was pushed through bowel lumen with 21-gauge needles (BD Biosciences, catalog BD305167), touching epithelium as little as possible. After flushing, the entire colon was transferred to an organ bath (Hugo Sachs Elektronik–Harvard Apparatus, catalog D-79232) prefilled with warm, oxygenated Krebs-Ringer flowing through the chamber (9.2 mL/min). Colon was cannulated on both ends (Hugo Sachs Elektronik–Harvard Apparatus, catalog D-79232) and secured to cannulas with thread. Intraluminal pressure was created with a liquid reservoir connected to proximal colon maintained 2 cm above the surface of the water bath. Distal colon was connected to an outflow tube that opened 1 cm above the water bath surface to facilitate continuous flow of oxygenated Krebs-Ringer through colon.

For newborn (P0) mice, the most proximal 3 cm of small bowel was immediately placed in warm Krebs-Ringer and transferred to an organ bath (Hugo Sachs Elektronik–Harvard Apparatus, catalog D-79232) prefilled with warm (37°C), oxygenated Krebs-Ringer (95% O_2_ and 5% CO_2_) flowing through the chamber (9.2 mL/min). The proximal end of bowel was cannulated using a 10 μL pipette tip (Thermo Fisher Scientific, catalog 21-277-2A) and secured using string. Distal small bowel was pinned to Sylgard 184 Elastomer through the mesentery and not cannulated. Proximal-end cannula was connected to a 3 mL syringe via a 2-mm-outer-diameter plastic L-shaped tube, which maintained intraluminal pressure via a liquid reservoir 1 cm above the surface level of the water bath. Fluid in the liquid reservoir was allowed to freely flow from distal bowel, facilitating continuous flow of warm, oxygenated Krebs-Ringer through bowel.

P0 and P15 bowels were equilibrated 30 minutes before recording of a 20-minute video. Tetrodotoxin (Abcam, catalog ab120054; 1 mM stock in sodium citrate buffer consisting of 40 mM citric acid monohydrate [EMD Millipore, catalog CX1725-1] and 60 mM trisodium citrate dihydrate [Sigma-Aldrich, catalog C3434], pH 4.8) was then added to warm oxygenated Krebs-Ringer at 1 μM (final concentration). An additional video was recorded for 20 minutes immediately after tetrodotoxin application.

### Video imaging and data processing.

An E-PM1 Olympus digital camera was mounted on a dissecting microscope (Zeiss Stemi 305 CAM Digital Stereo Zoom Microscope, ×0.8–4.0) to image bowel at 15 frames per second, resolution 1,920 × 1,080 pixels. Organ bath was illuminated using a dissecting microscope light source. Contrast was provided by the securing of black paper to the chamber bottom (P15 bowel) or below Sylgard Elastomer (P0 bowel). Video files were converted from.MTS to.mp4 using VLC Media Player. Spatiotemporal information was converted to matrices using a custom MATLAB script (https://github.com/christinawright100/BowelSegmentation/commit/095850905504f6ac29c7311f56fd9bf089ad4574, commit ID 958509). The script first thresholds images, then separates and distinguishes bowel from background. Thresholded images were used to determine bowel width for full length of imaged bowel for duration of videos and to create kymographs depicting bowel width over time for entire imaged bowel regions. Colonic motor complexes (CMCs), defined as repetitive neurogenic contractions containing a defined peak point of contraction, were scored in a blinded fashion.

### Microscopy.

Whole-mount immunofluorescence images were acquired with a Zeiss LSM 710 confocal microscope with a ×20/0.8 air or ×63/1.4 oil DIC M27 Plan-Apochromat objective and Zeiss Zen 2.3 SP1 FP3 (Black) LSM710 Release Version 14.0.0.0. Images of H&E- or PAS/AB–stained tissue were acquired with a Leica DMC 2900 camera attached to a Leica DM 6000B epifluorescence microscope with ×20/0.7 air HC Plan-Apochromat objective and Leica Application Suite X version 2.0.0.14332.2 (Leica Microsystems). Confocal images show either single optical slices or maximum-intensity *Z*-projections (see figure legends). ImageJ (NIH) was used to uniformly color-adjust images. ImageJ or Inkscape (http://www.inkscape.org/) was used to crop images.

### Biological sample size and technical replicates.

For H&E and PAS/AB immunohistochemistry, 5 sections separated by at least 200 μm were imaged for each bowel region in each mouse. For proximal small intestine and distal colon, only fields containing at least one “intact” villus and/or crypt were imaged. For distal small intestine and proximal colon, entire sections were imaged and analyzed.

For whole-mount immunofluorescence at P0 and P15, at least 4 randomly chosen full-thickness confocal *Z*-stacks obtained with a ×20 objective were analyzed as technical replicates for each individual bowel region. For P5 and P15 ENS quantifications, cells in the entire field of view (180,625 μm^2^) were counted. For P0 ENS quantifications, cells in 2 randomly chosen quadrants of imaged fields of view (90,312.5 μm^2^) were counted. Alternative quadrants were randomly selected for analysis if tissue appeared damaged. For P0 *TyrBap1* ENS quantification only, at least 4 randomly chosen full-thickness confocal *Z*-stacks obtained with a ×63 objective were quantified as technical replicates for each individual bowel region.

### Whole-cell enteric neuron isolation from P5 mouse colon.

P5 *TyrBap1 R26R-TdTomato* and *Bap1-wt/wt Tyr-Cre R26-TdTomato* pups (Supplemental Table 4) were euthanized and rapidly dissected on ice. Full-length colons were opened at the mesenteric border, and muscularis was removed using fine forceps. For each pup, muscularis in carboxygenated (5% CO_2_/95% O_2_) 1× Hanks balanced salt solution (HBSS; Thermo Fisher Scientific, catalog 14025092) was cut into small pieces with insulin needles and dissociated with Liberase (0.625 mg/mL; Sigma-Aldrich, catalog 5401135001) plus DNase I (0.1 mg/mL; Sigma-Aldrich, catalog 11284932001) and MgCl_2_ (6 mM; Thermo Fisher Scientific catalog BP214-500) in DMEM/F-12 (Thermo Fisher Scientific, catalog 11320033) for 40 minutes at 37°C. Cells were triturated with a P1000 pipette tip every 10–15 minutes during Liberase digestion. Dissociated cells were passed through Falcon 35-μm filters (Corning, catalog 352235), pelleted (150*g*, 5 minutes, 4°C) after addition of 0.04% wt/vol BSA (Thermo Fisher Scientific, catalog AM2618) in HBSS (1/3 final volume), and then resuspended in 1% wt/vol BSA (Thermo Fisher Scientific, catalog AM2618) in HBSS. After an additional pass through Falcon 35-μm filters, the cells were sorted (BD FACSJazz, BD Biosciences; 100 μm nozzle) into 300-μL 0.04% BSA in HBSS. Sorted cells were pelleted (150*g*, 5 minutes, 4°C). Supernatant was removed, leaving only about 30 μL that was submitted for scRNA-Seq.

### Library generation, sequencing, and data processing.

Libraries prepared with Chromium Single Cell 3′ Reagent Kits v3 (10x Genomics) were sequenced on an Illumina NovaSeq 6000 system. Cell Ranger pipeline (10x Genomics, v3.1.0) was used to convert BCL into FASTQ files, perform STAR alignment (53) to mm10 genome, filter, count unique molecular identifiers (UMIs), and generate gene-barcode matrices.

### Single-cell RNA-Seq analysis.

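Of the deposited barcodes, 3619 in WT and 3816 in the library labelled *TyrBap1* KO had 1500 genes or fewer. Another 13 and 64 had 50000 UMIs or more, and 1887 and 2284 had over 10% mitochondrial RNA, where a barcode could fail more than 1 filter. The kept WT cells had 9128 ± 6059 UMIs and 3106 ± 1009 genes (mean ± SD across cells). In the KO-labelled library the same means were 9821 ± 8079.6 UMIs and 3055 ± 1228 genes. The cap on UMIs was the main treatment of doublets, and no cell was removed by a doublet caller. Scrublet's automatic threshold called 2 WT cells (0.025%) and 0 of the 12640 cells of the KO-labelled library, too few for a working call. For the alternative with doublets removed, the cells with the highest Scrublet scores were therefore called, 0.8% per 1000 barcodes, a rule chosen after the data were seen. It marked 783 WT cells (9.77%) and 1723 cells of the KO-labelled library (13.6%).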

Using Seurat version 3.1.2 (54, 55), gene-barcode matrices were imported into R (version 3.6.2), filtered to remove low expressors or doublets (nGene &gt, 1,500; UMI &lt, 50,000) and mitochondrial contaminants (percent mitochondrial RNA >10%), normalized, and scaled to regress out variance due to differing percent mitochondrial RNA per individual cell (SCTransform function) (WT data set: 9,128.41 ± 6,058.95 mean ± SD number of UMIs and 3,105.59 ± 1,008.59 mean ± SD number of unique genes; KO data set: 9,821.48 ± 8,079.56 mean ± SD number of UMIs and 3,054.88 ± 1,228.31 mean ± SD number of unique genes). Cells for each data set (WT and KO data sets) were separately clustered setting resolution to 0.8 and using the most statistically significant principal components up to the number at which additional principal components contributed <5% of standard deviation and principal components cumulatively contributed 90% of SD, or at which variation changed by <0.1% between consecutive principal components (48) (13 principal components for KO data set and 16 principal components for WT data set). 

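Each library was clustered on its own, and each cluster was placed in a class by its mean UMIs per 10000. The limits for a neuron cluster included at least 5 for *Elavl4*, at least 5 for *Tubb3*, under 1 for *Sox10* and under 10 for *Actg2*. Glial clusters had at least 1.5 for *Sox10* and under 2 for *Elavl4*, and smooth muscle clusters had at least 10 for *Actg2*. These thresholds were set after the cluster means were seen. They left 274 WT cells (3.42%) in no class, in a cluster of 255 cells and another of 19 cells, and no cell of the library labelled *TyrBap1* KO. *Elavl4* had 954 CPM in WT neurons and 999 in neurons of the KO-labelled library, against 104 and 86.5 in glia. *Tubb3* had 1259.7 and 2339 CPM in neurons, against 165 and 220.3 in glia. For the glial marker *Sox10* the order was the opposite, with 36.2 and 29.6 CPM in neurons and 343 and 352 in glia. The smooth muscle clusters held 116 (WT) and 130.2 (KO-labelled) *Actg2* UMIs per 10000.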

After uniform manifold approximation and projection (UMAP) clustering, neuron cell clusters were identified as high expressors of pan-neuronal markers *Elavl14* and *Tubb3* but with low or absent expression of enteric glial markers *Plp1* and *Sox10*, and low expression of markers for myenteric plexus–associated cell types *Actg2* (visceral smooth muscle), *Kit* (interstitial cells of Cajal), and *Pdgfra* (PDGFRα cells). Non-neuronal cell types were removed from analysis, and data sets were renormalized and rescaled to regress out variance due to differing percent mitochondrial RNA per individual cell (SCTransform function). Two separate neuron data sets were then integrated in their normalized and scaled forms (IntegrateData function) followed by normalization (Seurat default natural log-transformed RP10k normalization) and scaling to regress out variance due to differing percent mitochondrial RNA per individual cell. Fifteen principal components were determined via the method described above, and cells were clustered using resolution 0.6. The FindAllMarkers function (assay “RNA”) was used to compare gene expression across neuron clusters in integrated data sets. Gene expression was also compared across all neurons derived from original WT versus KO data sets as well as WT and KO data set–derived neurons within each individual neuron cluster in combined data sets. For all gene expression analyses, only genes expressed by more than 10% of cells in a given cluster were included. Genes enriched by more than 0.25 ln(fold change of mean expression level) compared with cells in all other clusters were considered differentially expressed. For RNA velocity analysis performed on WT and KO data sets, velocyto version 0.17.17 (run command) (56) was used to quantify spliced and unspliced transcripts from position-sorted aligned and unaligned reads and filtered_feature_bc_matrix from Cell Ranger. Spliced and unspliced counts were merged in Python version 3.10.10 (anndata version 0.9.1, ref. 57; and scanpy version 1.9.3, ref. 58) with clustering metadata and UMAP coordinates from integrated Seurat object (R version 4.3.1 and Seurat version 4.3.0.1) of neurons and glia. scVelo version 0.2.5 (59) was run using the dynamical model, and velocities were projected onto UMAP embedding.

### Statistics.

We used Prism 7.03–9.4.1 (GraphPad Software) for statistical analysis. All images or videos were blinded prior to analyses. *Bap1*-mutant mice were always compared with *Bap1* controls within the same background strain. *P* values less than 0.05 were considered significant. All data were tested for normality using the Shapiro-Wilk normality test. Appropriate tests were chosen as detailed in the figure legends and Supplemental Table 4.

### Study approval.

Studies adhered to ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines. Mouse experiments were performed in accordance with Institutional Animal Care and Use Committee (IACUC) approval from the Children’s Hospital of Philadelphia (IACUC#19-001041) and the University of Miami Miller School of Medicine (Miami, Florida, USA) (IACUC#21-180).

### Data availability.

Raw and processed single-cell RNA sequencing data are available at the NCBI’s Gene Expression Omnibus database (GEO GSE242001). Values for all data in graphs are reported in the Supporting Data Values file. Code for all analyses is available on GitHub at github.com/HeuckerothLab/Bap1_Schneider2024/. Processed data files are available on the Open Science Framework at https://osf.io/jgnve/

## Author contributions

SS and ROH conceived the study and designed the project. SS, JBA, RPB, KB, CMW, and ROH developed methodology. SS, JBA, RPB, KB, and ROH pursued formal data analysis. SS, JBA, RPB, KB, GY, and BAM generated data. DMT, JWH, and ROH provided resources. SS, JBA, KB, and ROH wrote the original draft. All authors (SS, JBA, RPB, KB, CMW, BAM, GY, DMT, JWH, and ROH) reviewed and edited the final manuscript. ROH, DMT, and JWH provided funding. ROH supervised all aspects of this work.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
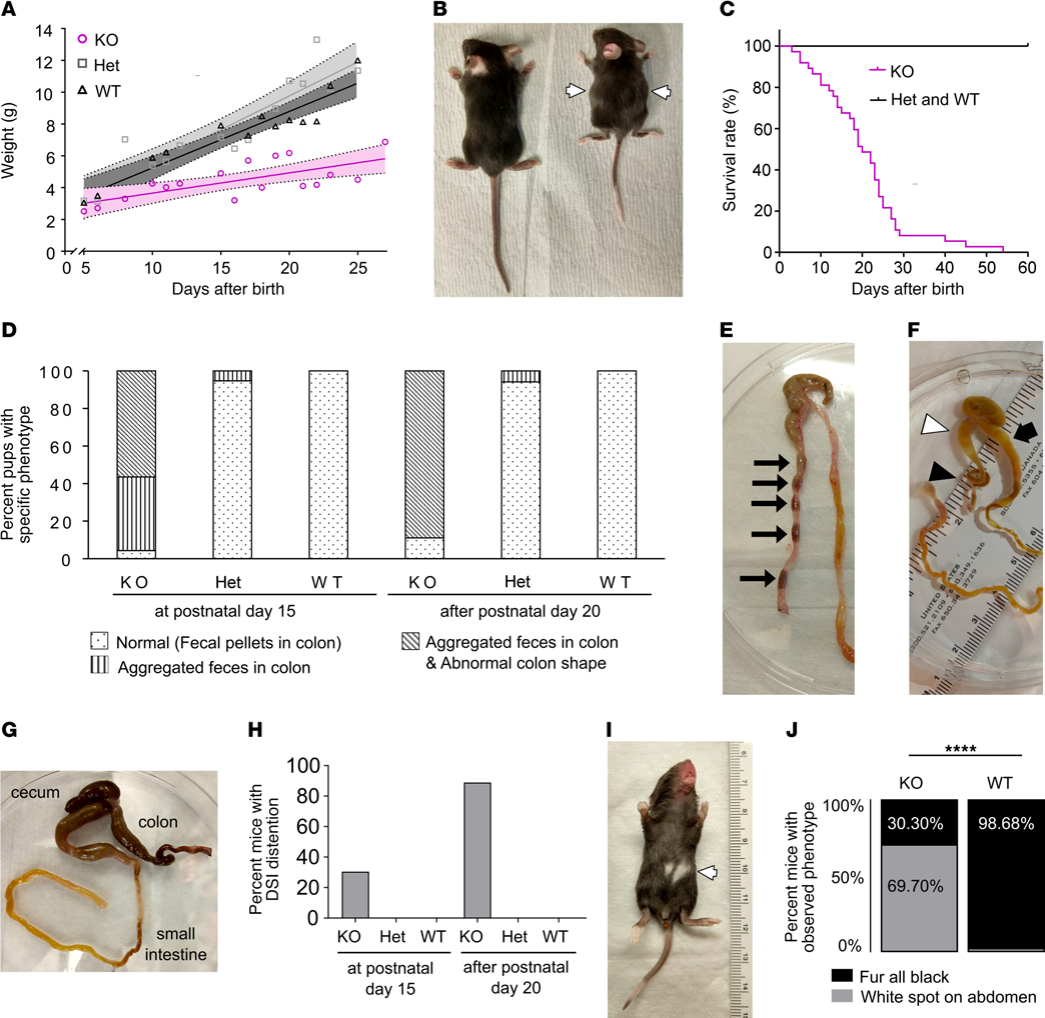
*TyrBap1^+^* mice fail to thrive and die with massively dilated bowel. (**A**) *TyrBap1* KO (KO) mice gained weight more slowly than *Bap1^fl/wt^ Tyr-Cre^+^* heterozygous (Het) and WT littermates. Points indicate mean weight. Linear regression and 95% confidence interval are shown. (**B**) *TyrBap1* KO mice (right) were smaller than WT (left) or heterozygous (not shown) littermates. A representative P20 *TyrBap1* KO mouse had visible abdominal distention (white arrows). (**C**) *TyrBap1* KO died early (median survival 20 days, *n* = 37). Only mice left with parents and soft moist food lived beyond P25. (**D**) Most *TyrBap1* KO had an abnormal colon by P15, with increased severity as age increased. (**E**) P15 WT typically had well-formed stool pellets in mid- and distal colon (arrows). (**F**) P15 *TyrBap1* KO colon was often deformed in ways never seen in controls. Black arrowhead highlights twisted and stiff mid-colon. The more proximal colon (white arrowhead) and distal small intestine (black arrow) accumulated loose feces. (**G**) *TyrBap1* KO colon and distal small intestine became severely distended owing to aggregated feces later in life. Representative P27 *TyrBap1* KO bowel. (**H**) Feces accumulated in the distal small intestine (DSI) of *TyrBap1* KO, increasing with age (30.4% at P15 and 88.9% at >P20). (**I**) White fur spots were common on *TyrBap1* KO abdomen (white arrow) indicating incomplete melanocyte colonization (P10 mouse). (**J**) Quantitative analysis of incomplete skin colonization by melanocytes. (**A**–**J**) KO refers to *Bap1^fl/fl^ Tyr-Cre^+^*, Het refers to *Bap1^fl/wt^ Tyr-Cre^+^*, and WT refers to *Bap1^wt/wt^ Tyr-Cre^+^* genotype, except in **A**, where WT includes *Bap1^wt/wt^ Tyr-Cre^+^* and mice lacking *Cre*. ****P < 0.0001. (**A**) Repeated-measures 1-way ANOVA. (**C**) Log-rank (Mantel-Cox) test. (**J**) Two-tailed binomial test.

**Figure 2:**
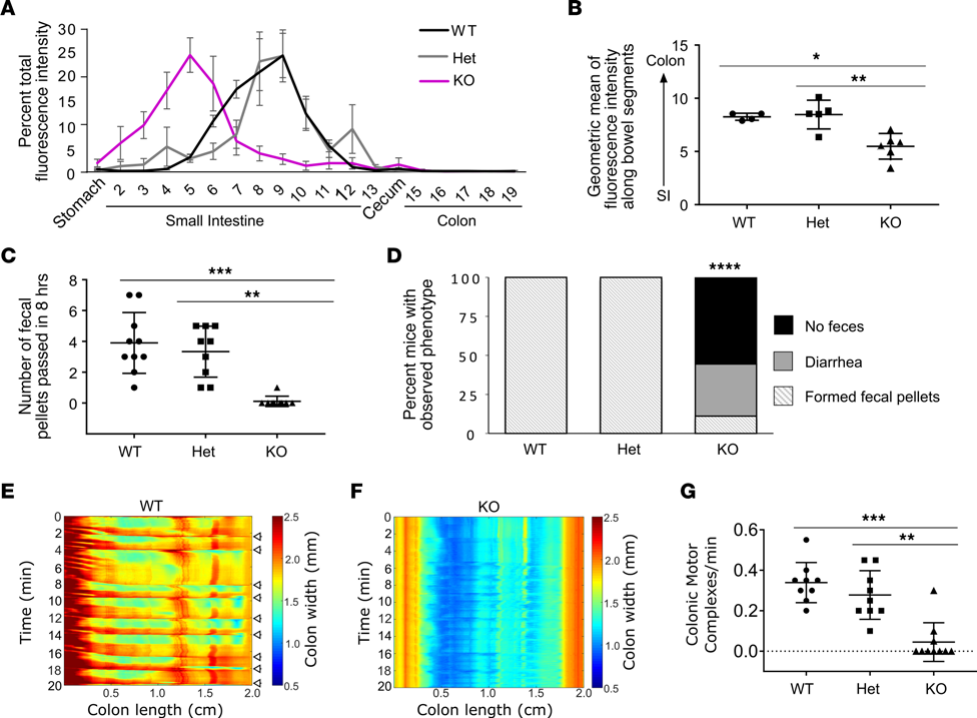
Proximal small intestine and colon motility are significantly impaired in P15 *TyrBap1* KO mice. (**A**) *TyrBap1* KO have slow transit of FITC-dextran through proximal small bowel. Mean FITC fluorescence distribution ± SEM 90 minutes after gavage. Numbered segments of bowel from stomach (segment 1) to distal rectum (segment 19) are arranged along the *x* axis. (**B**) Geometric center of FITC fluorescence was more proximal for *TyrBap1* KO than for Het and WT. Numbered bowel segments are indicated on the *y* axis. SI, small intestine. (**C**) P15 *TyrBap1* KO passed few stool pellets over 8 hours compared with Het or WT. (**D**) Most P15 *TyrBap1* KO had abnormal stool (diarrhea or no feces at all). (**E** and **F**) Representative kymographs depicting bowel width as a function of time and distance along proximal-distal axis of cannulated colon for P15 WT (**E**) and *TyrBap1* KO (**F**). (**G**) Fewer colonic motor complexes were recorded for *TyrBap1* KO as compared with Het and WT colons. (**A**–**G**) Het refers to *Bap1^fl/wt^ Tyr-Cre^+^* genotype, and KO refers to *TyrBap1* KO. (**A** and **B**) WT includes *Bap1^wt/wt^ Tyr-Cre^+^* genotype and mice lacking *Cre*. (**C**–**G**) WT refers to *Bap1^wt/wt^; Tyr-Cre^+^* genotype. (**B**, **C**, and **G**) Data are shown as mean ± SD. Data not significant unless otherwise indicated. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**B**) Welch’s ANOVA test with multiple comparisons. (**C** and **E**–**G**) Kruskal-Wallis test with Dunn’s multiple comparison. (**D**) Two-sided binomial test.

**Figure 3:**
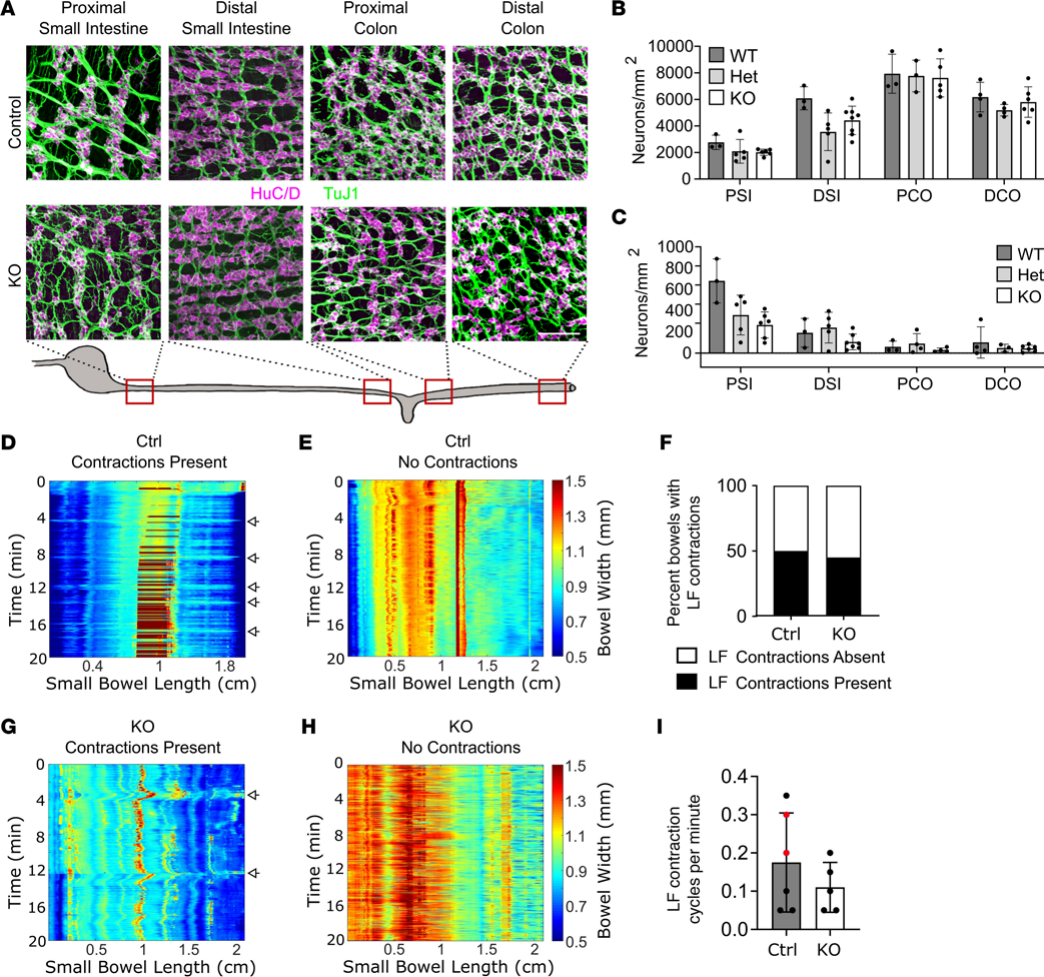
Neonatal *Wnt1Bap1^+^* mice have normal enteric neuron density and proximal small intestinal motility. (**A**–**C**) Enteric neuron density is similar to WT in most bowel regions in P0 *Wnt1Bap1* KO (KO). (**A**) Representative maximal-intensity projection *Z*-stacks of WT (top) and KO (bottom) along the bowel. Purple, HuC/D; green, TuJ1. Scale bar: 100 μm. (**B**) Quantification of P0 myenteric neuron density. (**C**) Quantification of P0 submucosal enteric neuron density. (**D**, **E**, **G**, and **H**) Representative kymographs depicting bowel width as a function of time and distance along proximal-distal axis proximal small intestine for P0 control (Ctrl; **D** and **E**) and KO (**G** and **H**). Low-frequency (LF) contractions (neurogenic) could be recorded for a subset of P0 Ctrl and KO pups (**D** and **G**, white arrows), while no LF contractions were detected for other Ctrl and KO (**E** and **H**). (**F**) Proportion of bowels where any LF contractions were recorded did not differ between P0 Ctrl and P0 KO. (**I**) Frequency of LF contractions did not differ between Ctrl and KO neonates if any LF contractions could be recorded. Data points from Hets are red. (**A**–**C**) WT refers to *Bap1^wt/wt^ Wnt1-Cre^+^* or any genotype without the *Wnt1-Cre* transgene. Het refers to *Bap1^fl/wt^ Wnt1-Cre^+^* genotype. KO refers to *Bap1^fl/fl^ Wnt1-Cre^+^* genotype. Data not significant unless otherwise indicated. (**D**–**I**) Ctrl refers to any genotype without the *Wnt1-Cre* transgene, or *Bap1^wt/wt^ Wnt1-Cre^+^* or *Bap1^fl/wt^ Wnt1-Cre^+^* genotype. KO refers to *Wnt1Bap1* KO genotype. (**B** and **C**) PSI, proximal small intestine; DSI, distal small intestine; PCO, proximal colon; DCO, distal colon. (**B**, **C**, and **I**) Data are shown as mean ± SD. (**B** and **C**) Welch’s ANOVA test with Dunnett’s T3 multiple-comparison test. (**I**) Two-sided Student’s *t* test.

**Figure 4:**
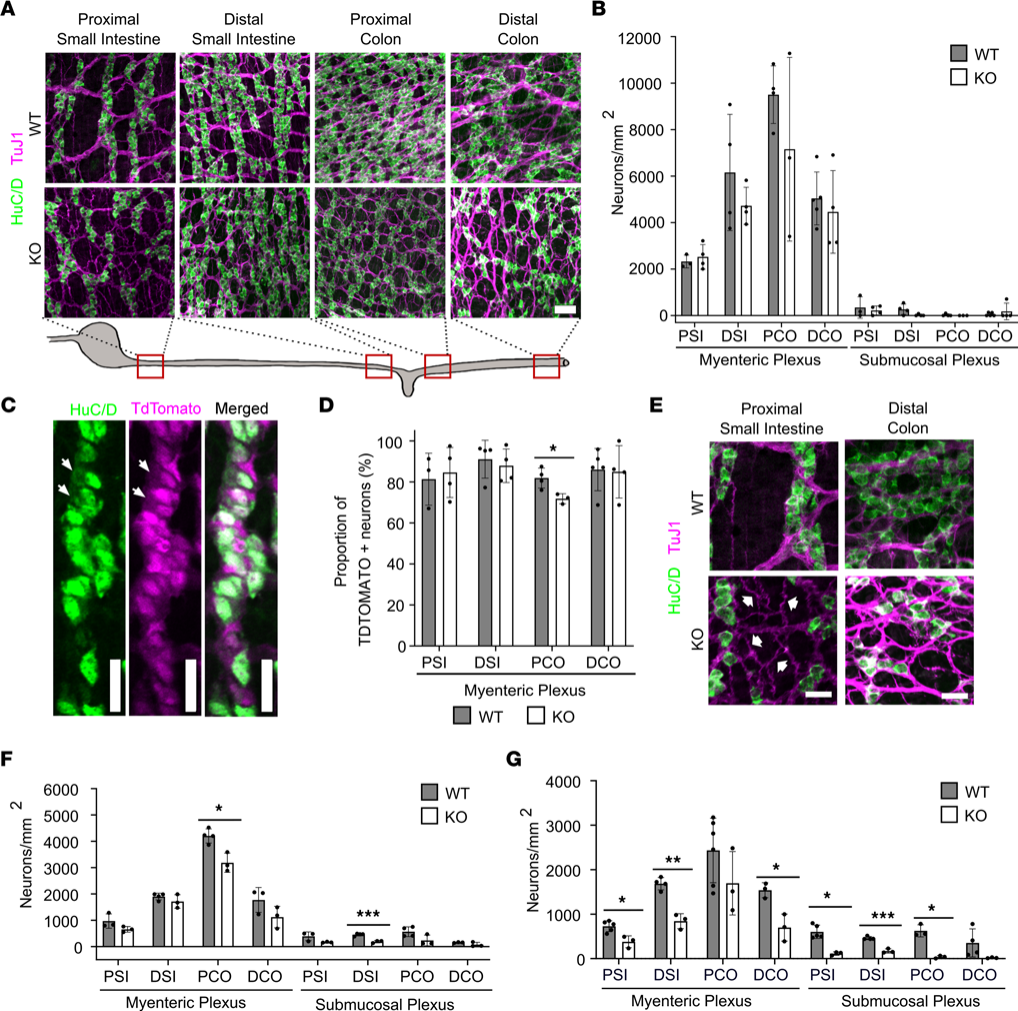
P0 mice have normal enteric neuron density with subtle differences in ENS anatomy, but neuron density declines with age. (**A**) Representative maximal-intensity *Z*-stacks of myenteric plexus from P0 WT and *TyrBap1* KO. Scale bar: 50 μm. (**B**) P0 *TyrBap1* KO enteric neuron density was similar to WT. (**C**) Representative maximal-intensity *Z*-stack of P0 myenteric plexus neurons (green, HuC/D^+^) and *Tyr-Cre* lineage (magenta, TdTomato^+^). Arrows highlight TdTomato-negative neurons. Scale bars: 25 μm. (**D**) Proportion of *Tyr-Cre*–lineage neurons is reduced in proximal colon of P0 *TyrBap1* KO versus WT. (**E**) Representative maximal-intensity projection *Z*-stacks illustrate subtle differences in P0 ENS of *TyrBap1* KO versus WT. Three images are enlarged from **A**. White arrows highlight fine neurite bundles connecting ganglia of some *TyrBap1* KO, whereas WT have fewer thicker fasciculated neurite bundles. Regional variation in distal colon ENS occurred in neonatal KO. Some regions had increased loosely connected neurons and/or small ganglia (bottom right) versus WT (top right). Scale bars: 25 μm. (**F**) Total neuron density in P5 *TyrBap1* KO is reduced in PCO myenteric and DSI submucosal plexus versus WT. (**G**) Neuron density in P10 *TyrBap1* KO is low in many myenteric and submucosal plexus regions versus WT. (**A**–**G**) WT, *Bap1^wt/wt^ Tyr-Cre^+^*. PSI, proximal small intestine; DSI, distal small intestine; PCO, proximal colon; DCO, distal colon. All data represent mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. (**B**) Myenteric and submucosal PSI: Welch’s 2-tailed *t* test. Submucosal DSI: Mann-Whitney test. (**D**) Myenteric PSI: Welch’s 2-tailed *t* test. Myenteric DSI: Mann-Whitney test. (**F** and **G**) Welch’s 2-tailed *t* test except for (**G**) submucosal PSI, which used Mann-Whitney test.

**Figure 5:**
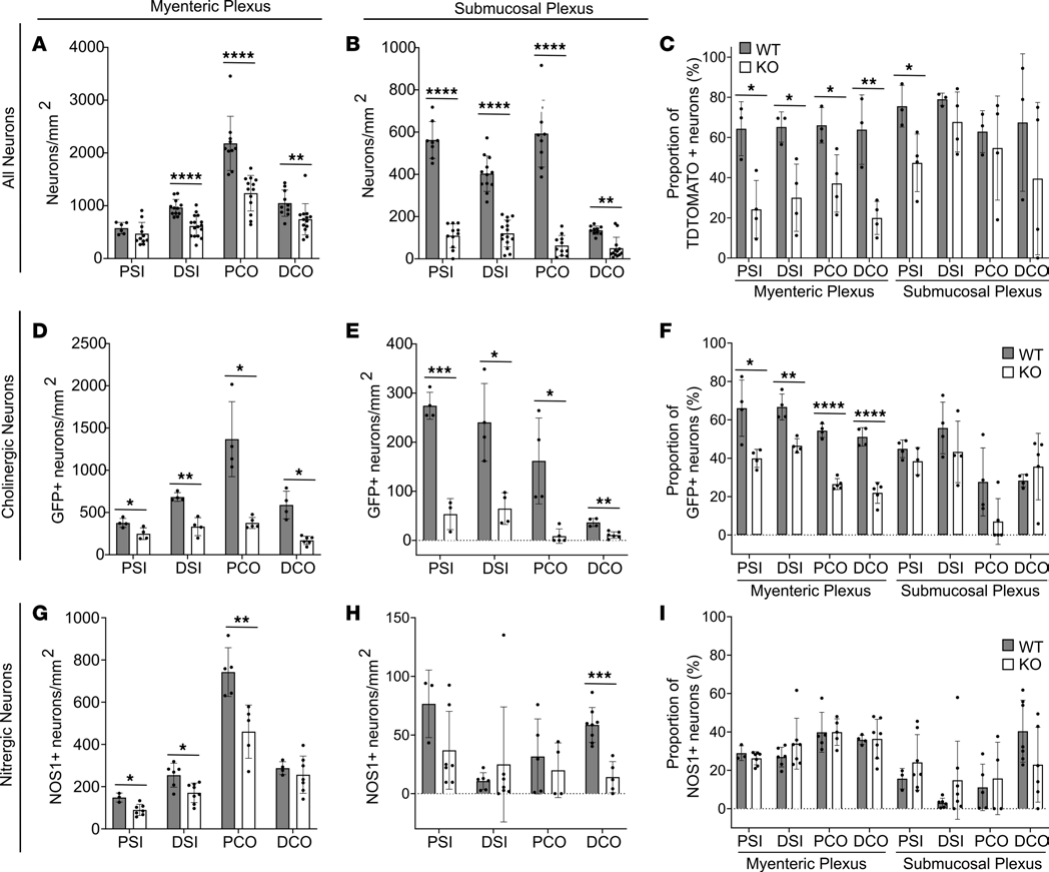
P15 *TyrBap1 KO* enteric neuron density is low in all regions with disproportionate *Tyr-Cre*–lineage and cholinergic neuron loss. (**A** and **B**) P15 *TyrBap1* KO neuron density is lower than WT in myenteric (**A**) and submucosal plexus (**B**) in all regions. (**C**) P15 *Tyr-Cre*–lineage (TdTomato^+^) myenteric plexus neurons are disproportionately reduced in all regions of *TyrBap1* KO. *Tyr-Cre*–lineage submucosal neurons are disproportionately reduced only in PSI. (**D** and **E**) P15 *TyrBap1* KO cholinergic neuron density is reduced in myenteric (**D**) and submucosal plexus (**E**) in all regions. (**F**) Cholinergic neurons are disproportionately reduced for P15 *TyrBap1* KO in all myenteric plexus regions but not in submucosal plexus. (**G** and **H**) P15 *TyrBap1* KO nitrergic neuron (NOS1-expressing neuron) density is reduced in all myenteric (**G**) and submucosal plexus (**H**) regions evaluated. (**I**) Proportion of nitrergic neurons is similar in *TyrBap1* KO and WT in all regions. (**D**–**F**) Cholinergic neurons are defined as GFP^+^ using *TyrBap1* *Chat-GFP* interbred lines. (**A**–**I**) WT is *Bap1^wt/wt^ Tyr-Cre^+^*. PSI, proximal small intestine; DSI, distal small intestine; PCO, proximal colon; DCO, distal colon. Data are represented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**A** and **B**, PSI, DSI, and PCO): Unpaired 2-tailed *t* test with Welch’s correction. (**B**, DCO, and **E**): Two-tailed Mann-Whitney test. (**C**) Two-tailed unpaired *t* test with Welch’s correction. (**D** and **G**) Welch’s 2-tailed unpaired *t* test. (**F**) Welch’s 2-tailed unpaired *t* test, except for PCO, which used 2-tailed Mann-Whitney test. (**H**) Welch’s 2-tailed unpaired *t* test, except PSI, which used Mann-Whitney test. (**I**) Welch’s 2-tailed unpaired *t* test, except DSI, which used 2-tailed Mann-Whitney test.

**Figure 6:**
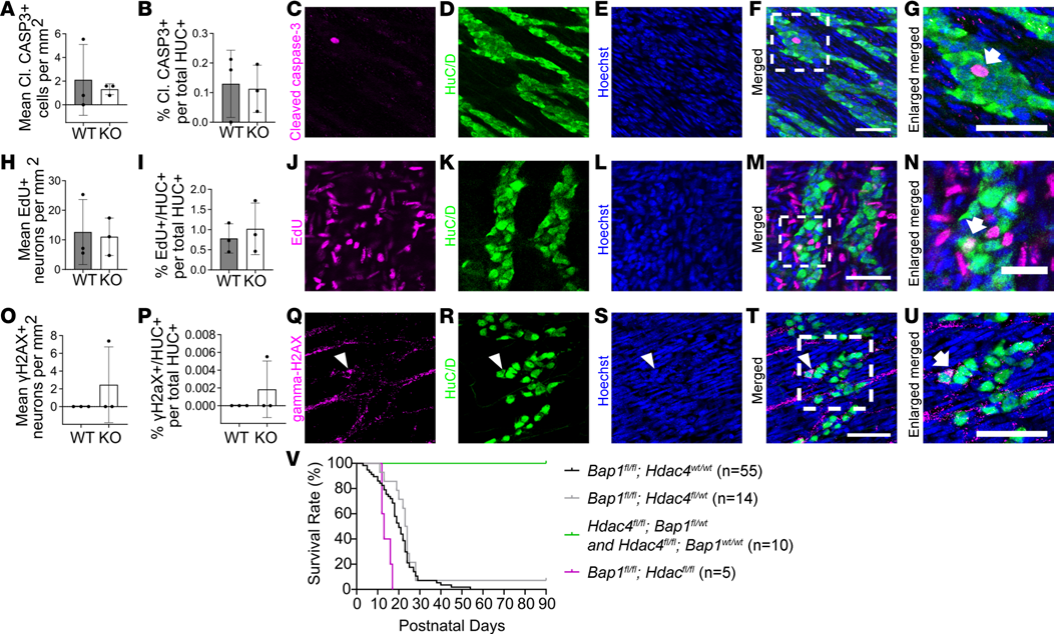
No evidence of increased apoptotic neuron loss, reduced neurogenesis, or increased DNA damage in distal colon of *TyrBap1* KO; no change in *TyrBap1* KO *Hdac4^–/–^* survival. (**A**) Cleaved caspase-3^+^ intraganglionic cell density is similar in P5 *TyrBap1* KO and WT. (**B**) Percentage cleaved caspase-3^+^ intraganglionic neurons is similar in P5 *TyrBap1* KO and WT. (**C**–**G**) Representative maximal-intensity *Z*-stacks show a cleaved caspase-3^+^ intraganglionic cell. (**C**) Purple, cleaved caspase-3. (**D**) Green, HuC/D. (**E**) Blue, Hoechst. (**F**) Merged. (**G**) Enlargement of region marked with dashed line in **F**. Arrow identifies intraganglionic cleaved caspase-3–expressing cell. Scale bars: 50 μm. (**H**) EdU^+^ neuron density is similar in P7 *TyrBap1* KO and WT that received daily EdU injections from P4 to P6. (**I**) Percentage EdU^+^ neurons. (**J**–**N**) Representative maximal-intensity *Z*-stacks show an EdU^+^ neuron at P7. (**J**) Purple, EdU. (**K**) Green, HuC/D. (**L**) Blue, Hoechst. (**M**) Merged. (**N**) Enlarged region marked with dashed line in **M**. Arrow points to EdU^+^ neuron. Scale bars: 50 μm, 25 μm in **N**. (**O**–**U**) DNA damage was not detectable in P5 *TyrBap1* KO or WT ENS by γH2AX staining. (**O**) γH2AX^+^ neuron density. (**P**) Percentage γH2AX^+^ neurons. (**Q**–**U**) Maximal-intensity *Z*-stack of P5 distal colon myenteric plexus shows one γH2AX^+^ neuron (arrowheads, arrow). (**Q**) Purple, γH2AX. (**R**) Green, HuC/D. (**S**) Blue, Hoechst. (**T**) Merged. (**U**) Enlarged region marked with dashed line in **T**. Arrow points to γH2AX^+^ neuron. Scale bars: 50 μm. (**V**) *Hdac4* loss did not rescue *TyrBap1* KO phenotype. *TyrBap1 Hdac4^fl/fl^* mice die early with massively dilated bowel. *Tyr-Cre^+^ Bap1^wt/wt^ Hdac4^fl/fl^* mice have shortened faces and malocclusion and may survive into old age with tooth trims. (**A**–**P**) Data are shown as mean ± SD. (**A**, **B**, **H**, **I**, **O**, and **P**) Unpaired 2-tailed *t* test. (**V**) Log-rank (Mantel-Cox) test.

**Figure 7:**
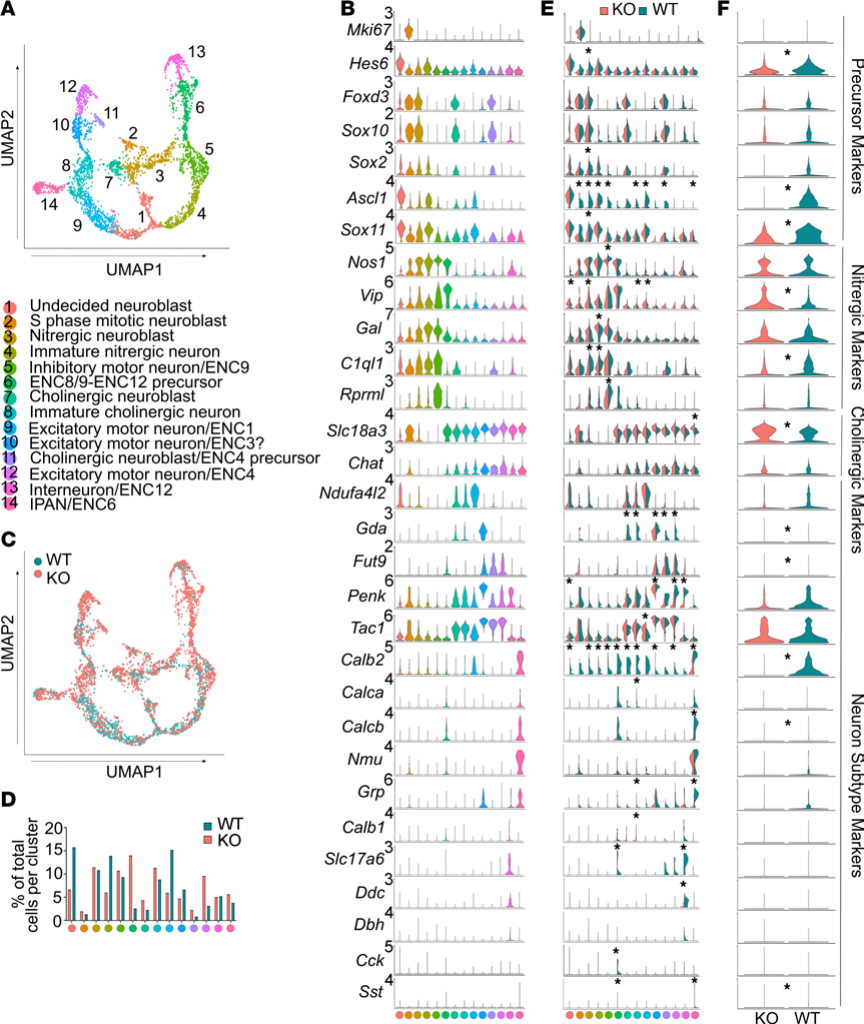
Enteric neuron subtype ratios and gene expression are abnormal at P5 in *Tyr-Cre*–lineage neurons of *TyrBap1* KO mice. (**A**) UMAP projection of 14 enteric neuron subtypes identified in P5 colon myenteric plexus using unsupervised clustering (Seurat single-cell sequencing analysis pipeline). Each dot represents a single cell, and color indicates neuron subtype (cluster) identity. (**B**) Violin plots show expression levels of select neuron subtype and precursor markers in each cluster. (**C**) UMAP projection shown in **A**. Blue color denotes cells from *Bap1^wt/wt^ Tyr-Cre^+^* (WT) tissue. Red color denotes cells derived from *TyrBap1* KO tissue. (**D**) Percentage of total cells in each individual cluster for WT or *TyrBap1* KO. (**E**) Expression levels of selected genes in individual WT or *TyrBap1* KO clusters color-coded by genotype (blue, WT; red, *TyrBap1* KO). (**F**) Expression levels of selected genes across all WT or *TyrBap1* KO neurons (blue, WT; red, *TyrBap1* KO). (**B**, **E**, and **F**) Expression level represents ln(normalized and scaled expression level) where mean expression level for each gene across all cells in data set is defined as ln(1). (**E** and **F**) Bonferroni-corrected statistical significance (defined as *P* < 0.05) is indicated by asterisks (exact *P* values are accessible in the Supplemental Data file).

**Figure 8:**
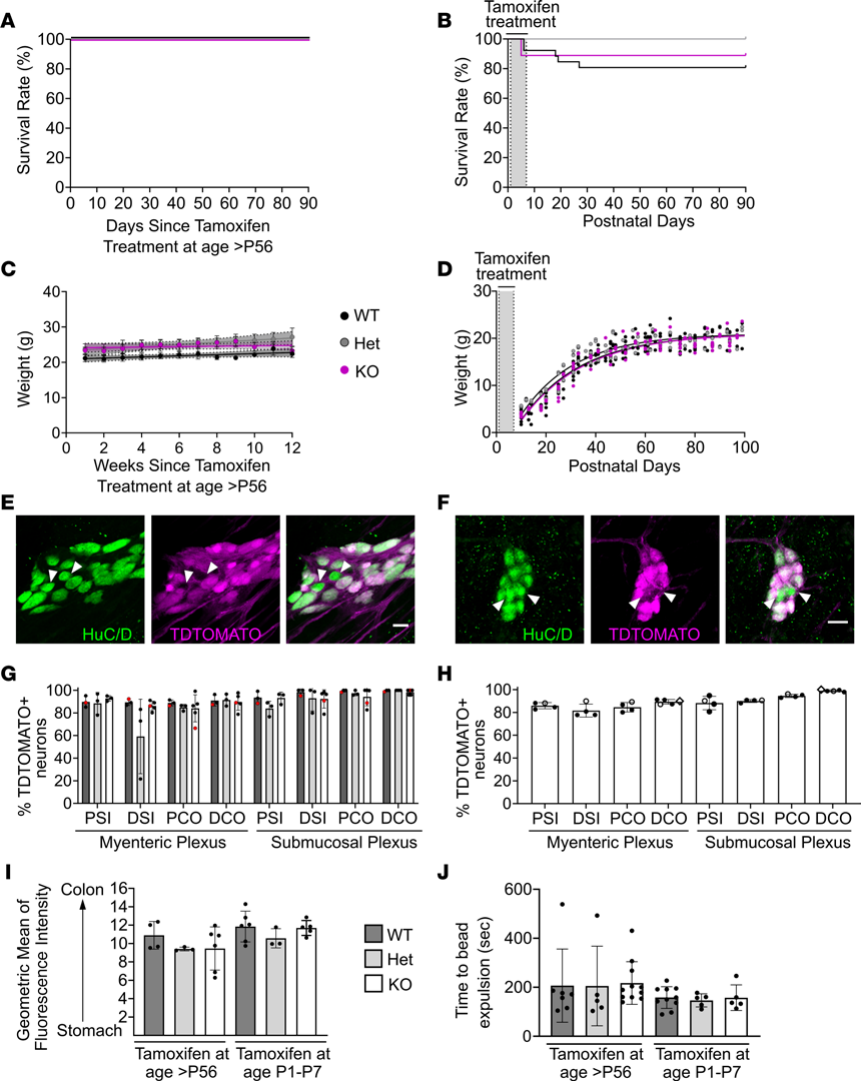
Tamoxifen-induced postnatal *Bap1* loss in *RetCreERT2Bap1* KO ENS did not affect survival, weight, bowel motility, or *Ret-CreERT2*–lineage neuron density. (**A** and **B**) *Bap1* loss after P56–P63 (**A**) or P1–P7 (**B**) tamoxifen did not cause death in *RetCreERT2Bap1* KO observed ≥90 days. (**C**) P56–P63 tamoxifen-treated *RetCreERT2Bap1* KO maintained weight like WT. (**D**) P1–P7 tamoxifen-treated *RetCreERT2Bap1* KO gained weight normally. (**E** and **F**) Representative single confocal planes from 9-week-old *RetCreERT2Bap1* KO proximal colon myenteric (**E**) and submucosal (**F**) plexus (1 week after tamoxifen). Green, HuC/D; magenta, TdTomato. Scale bars: 20 μm. Arrowheads highlight neurons without TdTomato. (**G**) P56–P63 tamoxifen induced Cre-mediated recombination in most neurons. Black dots, >90 days after tamoxifen; red dots, 1 week after tamoxifen. Similar proportions of *Ret-CreERT2*–lineage neurons in WT and *RetCreERT2Bap1* KO suggest that *Bap1*-deficient neurons are maintained when *Bap1* loss occurs in adults. (**H**) Cre-mediated DNA recombination occurred within 3 days of completion of P1–P7 tamoxifen in KO (filled circles), Het (open circles), and WT (open diamonds). Analysis at P8 or P9. (**I**) FITC-dextran transit through proximal small intestine was normal after *Bap1* loss in tamoxifen-treated *RetCreERT2Bap1* KO at >P56 or P1–P7. *Y* axis is numbered from proximal small intestine (segment 2) to mid-colon (segment 16). Analysis >90 days after tamoxifen, 90 minutes after FITC-dextran. (**J**) Colon bead expulsion latency was normal for *RetCreERT2Bap1* KO after adult (>P56) or P1–P7 tamoxifen. Testing was >90 days after tamoxifen. (**A**–**J**) WT, *Bap1^wt/wt^ Ret^wt/CreERT2^*, or any genotype without *CreERT2*. Het, *Bap1^fl/wt^ Ret^wt/CreERT2^*. KO, *RetCreERT2Bap1*. Data are shown as mean ± SD. (**A**) Unable to calculate log-rank (Mantel-Cox) test due to zero deaths. (**B**) Log-rank (Mantel-Cox) test. (**C**) Simple linear regression. (**D**) Repeated-measures 1-way ANOVA mixed-effects model with multiple comparisons. (**G**) Ordinary 1-way ANOVA. (**I** and **J**, P1–P7 tamoxifen): Brown-Forsythe ANOVA test. (**J**, adult tamoxifen): Kruskal-Wallis test.

How the deposited data were processed for this re-analysis (not part of the article)

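The data are single-cell RNA-Seq libraries of *TdTomato*-marked cells sorted from the P5 colon muscularis, 1 library of 5 WT pups (3 males and 2 females) and 1 of 3 male *TyrBap1* KO pups. The authors made Chromium 3′ v3 libraries, ran Cell Ranger 3.1.0 with alignment to mm10 (GRCm38) and deposited raw UMI counts per gene and cell barcode, without normalization. The counts hold all barcodes Cell Ranger called as cells, and the filters of the methods had not been applied. Each genotype has 1 library, so genotype cannot be told apart from library, and no test between genotypes was made.

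Cells were kept with more than 1500 genes, under 50000 UMIs and at most 10% mitochondrial RNA, as in the paper's methods. Each library was normalized with SCTransform and clustered (16 principal components for WT, 13 for the library labelled *TyrBap1* KO, resolution 0.8). Clusters were placed in classes by mean UMIs of markers that include *Elavl4*, *Tubb3*, *Sox10* and *Actg2*, with thresholds set after the cluster means were seen. Neurons and, in a second run, glia of both libraries were integrated and clustered with 15 principal components at resolution 0.6, with 3000 features. Genes the paper names and genes at least 2-fold apart between the libraries were left out of the features, so that a comparison within clusters is not built into the clusters. A marker list counted for a cluster when at least 3 of its genes and at least 60% of them were raised 1.5-fold, each with at least 10 UMIs.

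For each gene and class, UMIs were summed over cells and given as CPM, and the log2 ratio is the library labelled *TyrBap1* KO over WT. Intervals are exact Poisson for CPM, exact conditional binomial for ratios, Clopper-Pearson for shares and distribution-free order statistics for list medians, all at 95%. Genes needed at least 20 UMIs over both libraries to enter a list, and a gene at 0 in 1 library was set to 3 UMIs, which makes its ratio a bound. List medians were compared with 10000 random lists matched on mean expression. Neurons held 24283204 UMIs in WT and 53213673 in the KO-labelled library, glia 46888065 and 70343253, and smooth muscle 401994 and 586526, so a gene needs far more CPM in smooth muscle for the same precision.

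The lists include ribosomal protein, translation factor, rRNA processing, mRNA processing, glucose metabolism, inflammation, extracellular matrix, p53 target, apoptosis effector, Hox, mitochondrially encoded, germline, immediate-early and polycomb genes, enteric precursor markers, and the genes the paper names as lower and as higher. These lists, the marker lists, the comparisons and the alternatives were written before the data were examined. A list of 10 epithelial genes was written after the data were seen. The number, share and fold of raised genes at which a marker list counts for a cluster, and the thresholds for gating, were also set after the data were seen.

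Named genes are the genes the paper names, and in each class the 5 highest and 5 lowest log2 ratios among genes with at least 200 UMIs whose direction held against WT male cells and in thinned cells, without *Xist* and Y chromosome genes. Genes named outside this rule were chosen after their values were seen. Some named genes and 1 list are not reported here. Gene positions are those of GENCODE M21 on GRCm38.

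Alternatives were a minimum of 1000 genes per cell, at most 5% mitochondrial RNA, doublets removed with Scrublet, WT cells typed male, cells gated by marker UMIs, cells thinned to 3000 UMIs (2000 for cell cycle scores), the mean over cells of CPM, totals without ribosomal protein and mitochondrial genes, ratios centred on the median gene, both libraries at the same cluster mix, all variable genes as features, resolution 0.4 and 1.0, and libraries merged without integration. Gating needed at least 3 UMIs of *Elavl4* and *Tubb3* and 4-fold more than of the glial markers for neurons, and at least 3 and 2-fold for glia. Scrublet's automatic threshold failed, and the highest scores were called in its place, 0.8% of cells per 1000 barcodes. This rule, the mitotic gene count with doublets removed and the strata by immediate-early UMIs were chosen after the data were seen.

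Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scanpy 1.11.5 (Scrublet), and R 4.3.3 with Seurat 5.3.0, sctransform 0.4.2 and Matrix 1.6.5. The paper used earlier Seurat and R releases. The calculation of ratios and their intervals was tested on simulated data, made from these libraries with 200 genes changed by known amounts. Intervals held the true ratio for 95.6% of 10467 genes in neurons and 95.1% of 10405 in glia. For all 200 genes the direction was right in each class. Counts were drawn as Poisson sums for each class, which is the error the intervals assume. Spread between cells, clustering, doublets and free RNA were not simulated, so coverage on the real data was not tested.

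RNA velocity and the Molecular Signatures Database were not used here. The 274 WT cells in no class were left out of neurons, glia and smooth muscle.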

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

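Each result here is a signal the paper does not report, in the RNA of *Bap1* or in genes it does not discuss. The comparisons and gene lists that gave these results were set before the data were examined, and the tests of their explanations, with the list of epithelial genes, were chosen after the result was seen.

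*Bap1* RNA was higher in the library labelled *TyrBap1* KO, by a log2 ratio of 1.06 in neurons and 0.65 in glia. The tables argue against exchanged labels, since *Xist* was at 0.0483 CPM in the KO-labelled library, whose pups were male, and at 474 in WT. A difference between the libraries in all cells cannot be told apart from one in neurons and glia, because smooth muscle held 4 *Bap1* UMIs in WT and 20 in the KO-labelled library, a log2 ratio of 1.78 (0.20 to 3.79). A deleted allele that still yields RNA with a 3′ end, at a higher level, may explain the values and was not tested, since the assay does not read upstream exons. A wrong label on a library from another source was not tested either.

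Hox genes had a median log2 ratio of −1.44 (−2.83 to −1.12) in glia of the library labelled *TyrBap1* KO, with 26 of 29 genes lower, and no matched random list had a lower median. In neurons the median was −0.60 (−1.34 to 0.11), with 14 of 19 lower. A shift of the sampled gut region that trades anterior for posterior genes would move paralog groups in opposite directions. Groups 1 to 5 were at −1.12 (−1.97 to −0.29) in glia and groups 6 to 13 at −2.39 (−3.13 to −1.14), both lower. The values speak only to such a trade, and a regional difference that lowers both sets of groups was not tested. The Hoxc cluster was lowest, with a median of −3.13 over 7 genes, against −1.44 for Hoxa, −0.91 for Hoxd and −0.29 for Hoxb. Smooth muscle, with 10 genes measured, had −0.18 (−1.55 to 0.39), too wide to say whether the change was confined to the sorted lineage. A biological effect of *Bap1* on these genes may also explain the pattern, as a hypothesis, and other differences between the libraries stay open.

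Immediate-early genes had a median log2 ratio of 0.89 (0.44 to 1.18) in glia, higher in the library labelled *TyrBap1* KO for 20 of 20 genes. In neurons the median was −0.01 (−0.33 to 0.31), with 10 of 20 genes lower. Smooth muscle of the same libraries had 0.71 (0.48 to 1.27; 15 of 16 genes higher), so a response outside the sorted neurons and glia, such as one to handling or to the state of the pups, is a candidate explanation. A response of glia to the loss of BAP1 was not tested and stays open.

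*AY036118* was at −4.50 (−4.57 to −4.43) and *Gm10260* at 7.97 (7.33 to 8.70) in glia of the library labelled *TyrBap1* KO. Smooth muscle had −4.25 (−5.19 to −3.44) for *AY036118*, on 170 and 13 UMIs. *Gm10260* had 0 UMIs in WT smooth muscle and 69 in the KO-labelled library, at least 3.98 higher with WT set to 3 UMIs (exact lower 95% limit 3.64). A difference between the libraries in all cells is a candidate explanation for both, and a variant between the mouse strains or reads from repeated sequence were not tested.

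*Csn3* was at 8.01 (6.15 to 11.05) in neurons of the library labelled *TyrBap1* KO, on 2 and 1127 UMIs, and *Pyy* at 7.96 (6.60 to 9.84), on 4 and 2180 UMIs. In glia *Csn3* was at 4.92 (3.86 to 6.25), on 7 and 318 UMIs, and *Pyy*, with 0 and 241 UMIs, at least 5.74 higher with WT set to 3 UMIs (exact lower 95% limit 5.43). Smooth muscle held 0 UMIs of each gene in WT and 3 in the KO-labelled library, too few for a ratio. Of the *Pyy* UMIs in neurons of the KO-labelled library, 91.7% lay in the 31 neurons with at least 10 of them, and of the *Csn3* UMIs 47.6% in 28 neurons, against 0.00214% or less if spread evenly, which argues against RNA added evenly to all droplets. *Pyy* was at 3.46 CPM (2.97 to 4.00) in the other neurons and 3.43 in glia, a level that free RNA may explain. A difference between the libraries in all cells that acts as a factor, such as counts of these genes missing in WT, would keep the UMIs in few cells, so it cannot be told apart from a change in neurons. Gut epithelial cells in the droplets were weighed as a source of *Pyy*, and 10 epithelial genes were counted in the 31 *Pyy*-rich neurons. The epithelial genes were at 1.20 CPM (0.0305 to 6.71) there, on 1 UMI, and 7.35 (6.63 to 8.12) on 385 UMIs in other neurons, which argues against epithelial droplets. Of the *Pyy*-rich neurons, 87.1% lay in cluster 3. A few WT UMIs set these ratios.

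*Zpld1* was at 6.38 (6.11 to 6.66) in glia, with 2.37 CPM in WT and 197 in the library labelled *TyrBap1* KO. It was also higher in neurons, at 4.08 (3.64 to 4.57) on 41 and 1522 UMIs, and in smooth muscle, with 0 and 9 UMIs and an exact lower 95% limit of 0.44. Glia with at least 10 *Zpld1* UMIs, 484 of 10219, held 53.9% of its UMIs, against 0.108% if spread evenly, which argues against RNA added evenly to all droplets. A difference between the libraries that acts as the same factor in all cells would give the same ratio in each class. The intervals of *Zpld1* in glia and neurons do not overlap, which argues against such a factor as the whole cause. Whether it adds to a change in glia whose free RNA reached other cells cannot be told. A mouse strain difference was not tested.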

How the results depend on the processing

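The doublet rule, the mitotic gene test with doublets removed, the test by immediate-early strata, the rule for when a marker list counts for a cluster and the thresholds for classes and gating were chosen after the data were seen, and the other alternatives were not. No paired analysis was possible because each genotype had 1 library.

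Over 172 results and 1690 values under alternatives, 1101 stayed within the counting interval or spread of the result, 573 moved (327 toward 0 and 246 away from it) and 16 reversed. Of 348 values that answer a comparison, 318 stayed, 26 moved and 4 reversed. The medians of the genes the paper names as lower and as higher kept their direction under each alternative. For each change below, the cause was not tested.

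The difference in neuron share was −1.25 points with mitochondrial RNA of at most 5%, −1.42 against WT male cells and 0.0422 with gated cells. The neuron mix difference was 30.6 points with doublets removed, 29.0 with all variable genes, 30.2 at resolution 1.0 and 57.5 without integration. For glia it was 8.77 points with mitochondrial RNA of at most 5%, 10.8 with doublets removed, 11.7 with all variable genes, 16.2 at resolution 1.0 and 72.9 without integration. The cycling difference was −15.7 points at the depth of each cell and −0.373 by mitotic genes.

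With ratios centred on the median gene, medians in glia were 0.11 for mRNA processing, 0.0013 for polycomb, 0.086 for ribosomal protein and 0.029 for rRNA processing genes, and in neurons −0.21 for ribosomal protein and −0.055 for rRNA processing genes. The ribosomal protein median in neurons was −0.25 with mitochondrial RNA of at most 5%, −0.36 as mean over cells and −0.17 at the same cluster mix, and that of rRNA processing genes −0.071 at the same mix. Extracellular matrix genes in neurons were at −0.27 with doublets removed and 0.20 against WT male cells, and immediate-early genes at −0.37 with doublets removed. The genes named as higher were at 0.83 at the same mix, those named as lower at −0.66 over clusters in thinned cells, and the SD ratio of glia to neurons at 0.990 at the same mix.

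Single genes reversed as follows. *Cd9* was at −0.15 with mitochondrial RNA of at most 5% and −0.065 at the same mix, *Pbx3* at −0.43 at the same mix, *Gfra2* at 0.030 with mitochondrial RNA of at most 5%, *Hbb-bt* in glia at −3.38 with more than 1000 genes, and *Sox10* at 0.0036 in neurons against WT male cells and −0.055 in gated glia. The share under the ENC1 list reversed to −12.4 points without integration, that of ENC4 to −1.08 with mitochondrial RNA of at most 5%, −1.66 with doublets removed and −6.30 without integration, and that of the inhibitory motor neuron list to −3.58 with mitochondrial RNA of at most 5%.

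Depth limits the genes with few UMIs, as for *Pnoc* with 2 UMIs in WT, and the smooth muscle cells, 38 in WT and 44 in the library labelled *TyrBap1* KO.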

Differences from the paper's values

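The rule for doublets, the rule for when a marker list counts for a cluster and the thresholds for classes and gating were chosen after the data were seen, and the other tests named here were not. All paper values are marked as the paper's.

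For neurons in the clusters of the immature nitrergic list, the reduction in share from WT to the library labelled *TyrBap1* KO was 4.41%, against the paper's 50% or more in its discussion. Its results list these neurons among clusters with similar numbers of both genotypes. With mitochondrial RNA of at most 5% it was 35.4%, the only alternative set before the data were examined that came within 1.5 times the paper's value. It was 0.791% with a minimum of 1000 genes, 2.21% against WT male cells, 11.9% with doublets removed, 31.2% in thinned cells, 19.6% with all variable genes, 4.93% and 25.9% at resolution 0.4 and 1.0, and −53.8% without integration, where the share rose.

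For the ENC1 list the reduction was −42.7%, a rise, against the paper's 50% or more. Only the libraries merged without integration, with 39.8%, came within 1.5 times. Under the other alternatives set before the data were examined, and with doublets removed, the share rose. In the main setting the list held for cluster 4 alone, which also met the ENC3, ENC4 and immature cholinergic lists. *Ndufa4l2*, a gene of the ENC1 list, was among the leading genes of cluster 1, with 19.3% and 7.11% of neurons. The gap may therefore come from the rebuilt name.

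Neurons in the clusters of the undecided neuroblast list were 40.9% in WT and 17.2% in the library labelled *TyrBap1* KO, against the paper's about 16% and about 6.5% in Fig. 7D, read by eye. None of the alternatives closed the gap. The list counts clusters 1, 5 and 8 together. Singly, cluster 1 held 19.3% and 7.11%, cluster 5 14.0% and 6.35%, and cluster 8 7.63% and 3.74%. The gap may therefore come from counting several clusters under the list.

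The ENC8/9–ENC12 precursor list covered 7.77% of WT neurons, against the paper's about 2.5% in Fig. 7D, read by eye, and no alternative closed the gap. In the KO-labelled library it covered 22.8%, against the paper's about 14% in Fig. 7D, read by eye. There the share was 17.2% with mitochondrial RNA of at most 5%, 20.8% in thinned cells, 20.3% with all variable genes and 12.2% at resolution 1.0, each within 1.5 times.

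The ENC12 list covered 13.9% of neurons of the library labelled *TyrBap1* KO, against the paper's about 5% in Fig. 7D, read by eye. No alternative that gave a value closed the gap, and the list met no cluster with mitochondrial RNA of at most 5%, with doublets removed, in thinned cells, with all variable genes or at resolution 1.0. The paper states similar numbers of cells of both genotypes here, and 73 WT cells and 331 cells of the KO-labelled library were found.

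The paper lists genes as lower in *TyrBap1* KO neurons, and 50 of the 59 were. Of the other genes, *Sema3c* (1.93), *Alcam* (0.49), *Cartpt* (0.35) and *Tbx3* (0.30) were higher under each alternative. *Cd9* (0.11) was lower with mitochondrial RNA of at most 5% and at the same cluster mix, and *Pbx3* (0.16) at the same cluster mix. *Calb1* (0.03) was lower with doublets removed (−0.25), against WT male cells (−0.33), with gated cells (−0.04), with totals that leave out ribosomal protein and mitochondrial genes and at the same mix (−0.62). *Epha5* (0.01) was lower with a minimum of 1000 genes, with doublets removed, against WT male cells, with gated cells and with those totals.

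The paper describes *Gfra2* as lower in ENC4 neurons. In clusters of the ENC4 list the log2 ratio was −0.19 and not beyond counting error, and it was above 0 with a minimum of 1000 genes (0.22), with doublets removed (0.0016), with all variable genes (0.20), at resolution 1.0 (0.44) and without integration (0.31).

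The paper describes similar numbers of inhibitory motor neurons/ENC9, and lists immature inhibitory motor neurons among clusters made up mainly of WT cells. The share under the inhibitory motor neuron list was 20.9% in WT and higher, at 28.2%, in the library labelled *TyrBap1* KO. In thinned cells and at resolution 1.0 the shares were 11.0% and 11.5%, and 11.5% and 12.6%. The paper describes genes of the immune system as enriched in *TyrBap1* KO neurons, while inflammation genes had a median of −0.20, above 0 only against WT male cells (0.05). The paper describes translation and mRNA processing genes as reduced in glia, while translation factors had a median of 0.02, ribosomal protein genes −0.03 and mRNA processing genes −0.01, with intervals that span 0. The paper's statements on these pathways come from overlap analysis with the Molecular Signatures Database. The values here are medians of short lists written by hand, so the measures are unlike and need not match.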

Other observations

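The tests of sex, depth and cluster mix for the genes the paper names and of ribosomal protein genes in smooth muscle were set beforehand, and the other tests here were chosen after the result was seen.

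The genes the paper names as lower in *TyrBap1* KO neurons had a median log2 ratio of −0.95. Against WT male cells it was −0.92, with cells thinned to 3000 UMIs −0.74 and at the same cluster mix −0.85, which argues against sex, depth or mix as the whole cause. In glia these genes had a median of −0.86 (−1.10 to −0.57), and the genes named as higher 0.55 (0.29 to 0.68). Free RNA from neurons may add to the glial values, as *Sst* and *Calb2* in glia show, and a biological change in both classes stays open.

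*Sst* UMIs were found in 7.02% of WT glia at equal depth, as often as in neurons (5.70%), so free RNA in the droplets is a candidate explanation for most WT neurons with an *Sst* UMI. In smooth muscle *Calb2* had 62.2 CPM in WT and 6.82 in the library labelled *TyrBap1* KO.

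Clusters 2, 10 and 11 of neurons had raised glial genes, and 12.3% of their WT droplets held *Xist* and Y chromosome UMIs against 2.39% in clusters 0, 4, 6, 7 and 9 and 4.92% (2.57 to 8.43; 12 of 244) in clusters 1, 5 and 8. Droplets that hold a neuron and a glial cell are a candidate explanation. Cluster 3 was in none of these groups, at 11.4% (5.07 to 21.3; 8 of 70), with 11.0% of WT cells among the highest doublet scores and *Sox10* at 21.9 CPM, so part of it may be doublets too.

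Ribosomal protein genes, lower in neurons of the library labelled *TyrBap1* KO, were at 0.018 (−0.04 to 0.08) in smooth muscle, which argues against a difference in all cells. At the same cluster mix they were at −0.17 in neurons, so a changed mix may explain part and not all of the reduction. Glucose metabolism genes, higher in neurons, were at 0.044 in glia, which argues against a difference in all cells, although smooth muscle had 0.45 (0.10 to 0.60).

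The SD of log2 ratios in glia over that in neurons was 0.990 at the same cluster mix in each class, against 0.895 without it. A changed mix of neuron clusters is therefore a candidate explanation for the larger spread in neurons. By the median absolute deviation the ratio was 0.929 at the same mix, against 0.840, so by that measure part of the difference remained.

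Inflammation genes, higher in glia, were at 1.08 (0.58 to 1.66; 16 of 18 genes higher) in smooth muscle, so a response outside glia and neurons too, such as one to handling or the state of the pups, is a candidate explanation. With both libraries standardised to 5 strata of immediate-early UMIs, whose median per glial cell was 8 in WT and 15 in the library labelled *TyrBap1* KO, the median was 0.26 (−0.23 to 0.59). The immediate-early genes themselves were still at 0.37 (0.03 to 0.44), with 15 of 20 higher, so the strata did not remove that difference. Whether more cells with a strong immediate-early response explain the inflammation genes cannot be told apart from a direct change, as the interval reaches from 0 to the value without strata. In smooth muscle, extracellular matrix genes were at −0.04 (−0.31 to 0.09).

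Of the lists that belong to no claim, the median in neurons was −0.04 (−0.70 to 0.32) (7 of 13 lower) for mitochondrially encoded genes, 0.20 (−1.05 to 1.04) (3 of 6 lower) for germline genes, −0.29 (−0.39 to −0.05) (23 of 29 lower) for polycomb genes and −0.01 (−0.25 to 0.14) (24 of 47 lower) for extracellular matrix genes. In glia it was −0.08 (−0.66 to 0.22) (8 of 13 lower), −0.21 (−0.87 to 0.14) (6 of 7 lower) and −0.11 (−0.22 to −0.01) (22 of 31 lower) for the first 3, and −0.31 (−1.76 to 0.44) (6 of 11 lower) for enteric precursor markers. Most genes of the germline list had too few UMIs to be counted.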
